# The mitochondrial type IB topoisomerase drives mitochondrial translation and carcinogenesis

**DOI:** 10.1038/s41467-018-07922-3

**Published:** 2019-01-08

**Authors:** S. A. Baechler, V. M. Factor, I. Dalla Rosa, A. Ravji, D. Becker, S. Khiati, L. M. Miller Jenkins, M. Lang, C. Sourbier, S. A. Michaels, L. M. Neckers, H. L. Zhang, A. Spinazzola, S. N. Huang, J. U. Marquardt, Y. Pommier

## Abstract

Mitochondrial topoisomerase IB (TOP1MT) is a nuclear-encoded topoisomerase, exclusively localized to mitochondria, which resolves topological stress generated during mtDNA replication and transcription. Here, we report that *TOP1MT* is overexpressed in cancer tissues and demonstrate that TOP1MT deficiency attenuates tumor growth in human and mouse models of colon and liver cancer. Due to their mitochondrial dysfunction, TOP1MT-KO cells become addicted to glycolysis, which limits synthetic building blocks and energy supply required for the proliferation of cancer cells in a nutrient-deprived tumor microenvironment. Mechanistically, we show that TOP1MT associates with mitoribosomal subunits, ensuring optimal mitochondrial translation and assembly of oxidative phosphorylation complexes that are critical for sustaining tumor growth. The TOP1MT genomic signature profile, based on *Top1mt*-KO liver cancers, is correlated with enhanced survival of hepatocellular carcinoma patients. Our results highlight the importance of TOP1MT for tumor development, providing a potential rationale to develop TOP1MT-targeted drugs as anticancer therapies.

## Abstract (web summary)

TOP1MT is a topoisomerase that is localised to mitochondria. Here, the authors show that TOP1MT has a tumor promoting role in hepatocellular carcinoma by supporting mitochondrial translation and that its deficiency limits tumorigenicity.

## Introduction

Cancer metabolism has been equated with Warburg’s observation that cancer cells undergo aerobic glycolysis converting glucose to lactate in the presence of oxygen; therefore, suggesting the plausibility of defective mitochondria in cancer cells^1,2^. However, ongoing research has revisited Warburg’s initial conclusion and highlighted the central role of mitochondria in cancer^3–5^. Numerous studies demonstrate that mitochondria are not only functional in cancer cells but also that tumors depend on mitochondrial respiration^6^. Furthermore, the cellular functions of mitochondria expand beyond energy production, encompassing redox homeostasis, promotion of cell death, and supply of biosynthetic metabolism^4,7,8^. Based on their implication in multiple cellular functions, mitochondria empower cancer cell growth and survival in the pathological tumor microenvironment by ensuring biosynthetic and bioenergetics supply^6^. Hence, developing therapeutic interventions specifically targeting mitochondria and mitochondria-associated signaling pathways has emerged as a potential approach to suppress tumor growth^3,9^.

Topoisomerases are ubiquitous enzymes required to relax DNA supercoiling and remove the intertwining of DNA molecules such as knots and catenanes^10^. During replication, transcription, chromatin remodeling, or chromosomal segregation, torsional stress occurs as the DNA is constrained due to the highly organized and packed state of chromatin^11,12^. Topoisomerases release topological stress whilst introducing transiently enzyme-linked DNA strand breaks^10,13^. Although the controlled cleavage is required to ensure topological homeostasis, aberrant topoisomerase activity represents a constant threat to the genome^10,13^. Antibacterial and anticancer drugs stabilizing the covalent enzyme-DNA-complex are referred to as topoisomerase poisons, converting these essential enzymes into DNA damaging proteins^13–15^. The accumulation of DNA breaks and protein crosslinks ultimately leads to cell death, which is the mode of action of clinically used topoisomerase inhibitors^13–16^.

Among the six vertebrate topoisomerases, TOP1MT is the only topoisomerase exclusively devoted to mitochondria^10,17^. Mitochondria contain their own circular DNA (mtDNA) encoding 13 proteins of the oxidative phosphorylation complexes. TOP1MT has been shown to be critical for the maintenance of mtDNA integrity and for limiting mtDNA negative supercoiling^18^. In contrast to other topoisomerases, TOP1MT is dispensable in mice with no obvious phenotype of TOP1MT knockout mice under basal conditions^18,19^. However, in a liver regeneration model, TOP1MT deficiency attenuates hepatocyte proliferation by limiting mtDNA expansion. This indicates that TOP1MT may become a limiting factor for highly proliferating cells^20^. Accordingly, depletion of mtDNA impacts cellular proliferation resulting in delayed tumorigenesis^21^. As *TOP1MT* is strongly upregulated in a wide range of cancers, including colon and liver carcinomas, we investigated the impact of TOP1MT on carcinogenesis. Here, we demonstrate that lack of TOP1MT results in delayed and decreased tumor growth due to impaired mitochondrial translation. Our results reveal the importance of TOP1MT for tumor development and identify TOP1MT as a potential target for anticancer therapies.

## Results

### *TOP1MT* deficiency attenuates tumor growth in a xenograft model

Based on the marked overexpression of *TOP1MT* in colon tumors (Supplementary Fig. 1a, b), we utilized HCT116 colon carcinoma cells as a model system, as this cell line shows the highest *TOP1MT* expression among the NCI-60 colon cancer cell lines. To study the function of TOP1MT in tumor development, we transplanted *TOP1MT*-deficient and *TOP1MT*-proficient HCT116 colon carcinoma cells generated by CRISPR/Cas9 (Supplementary Fig. 1c) into the flank of female nude mice^20^. *TOP1MT*-KO cells shared the same morphology and cell size compared with the parental cell line (Supplementary Fig. 1d). Lack of *TOP1MT* significantly attenuated tumor growth (Fig. 1a) in two independent *TOP1MT* knockout clones (KO1, *p* = 0.0004; KO2, *p* = 0.007, *t*-test), whilst no difference in tumor growth was observed between the parental cells and *TOP1MT*-expressing cells that underwent parallel genomic editing procedure (WT^‡^). Tumor weight after dissection was significantly lower in the *TOP1MT*-KO tumors compared to WT tumors (Fig. 1b; KO1: *p* = 0.001, KO2: *p* = 0.0001, *t*-test). Additionally, bioluminescence imaging reflected the reduction of tumor growth in the absence of *TOP1MT* (Fig. 1c, d; KO1: *p* = 0.009, KO2: *p* = 0.01, *t*-test). Transplantation of a mix of WT and *TOP1MT*-KO cells (Supplementary Fig. 1e) also showed that the arising tumors were mostly formed by *TOP1MT* WT cells (Supplementary Fig. 1f).

**Fig. 1:**
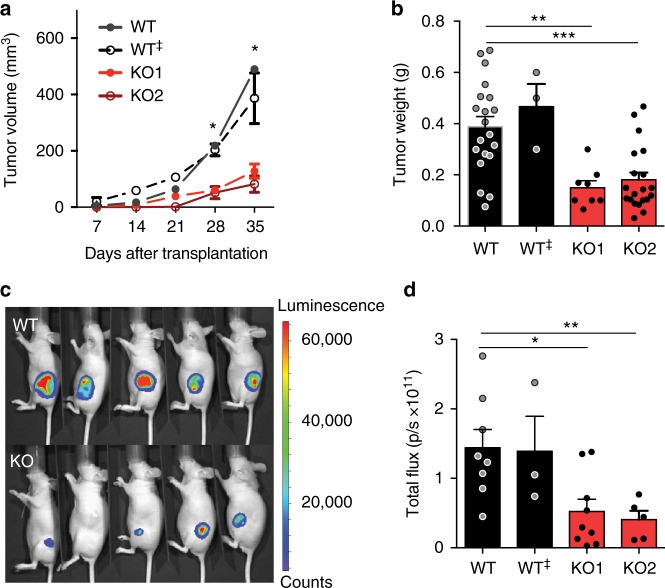
TOP1MT promotes tumor growth. **a** Tumor growth of isogenic WT and *TOP1MT* knockout HCT116 xenografts as determined by caliper measurement. Cells (10,000) from two independent *TOP1MT-*deficient clones (KO1, *n* = 5; KO2, *n* = 9), a *TOP1MT*-expressing clone (WT^‡^, *n* = 3), which went through a mock CRISPR/Cas9 process, and the parental cell line (WT, *n* = 8) were injected subcutaneously in the flanks of female Ncr-nu/nu mice. **b** Weights of excised tumors were determined after 35 days (WT, KO2, *n* = 20; WT^‡^, *n* = 3; KO1, *n* = 8). **c** Representative bioluminescence imaging 35 days after transplantation of 10,000 cells of each type. **d** Quantification of the bioluminescence imaging. The total flux is plotted as photons per second (WT, *n* = 8; WT^‡^, *n* = 3; KO1, *n* = 9; KO2, *n* = 5). All data are means ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001, unpaired, two-tailed Student’s *t*-test

To elucidate the impact of *TOP1MT* on tumor formation, we performed limiting dilution assay^22^. Lack of *TOP1MT* decreased the frequency of tumor-initiating cells over 20-fold (from 1/1608 to 1/72 when compared to the parental cell line; Table 1), suggesting that *TOP1MT* impacts the tumor-initiating cell potential. Overall, we could not detect any difference in tumor-initiating frequency, growth kinetics or weight between WT and control WT^‡^ derived tumors, excluding potential off-target effects of the CRISPR/Cas9 process. These results provide the first evidence that *TOP1MT* promotes tumor growth.

**Table 1:** Limiting dilution analyses

Cell line	Weeks	Tumor incidence/injected cells			TIF	CI 95%	*P*-value
		100	1000	10,000			
WT	3	3/4	4/4	4/4	1/72	1/21–1/245	
WT^‡^	3	2/4	4/4	4/4	1/142	1/37–1/548	ns
TOP1MT KO	3	0/4	2/4	4/4	1/1608	1/447–1/5787	<0.001

The frequency of tumor-initiating cells (TIF) and confidence interval (CI 95%) were calculated based on the number of resulting tumors per injection site after 3 weeks (*n* = 4)

ns, not significant

### *TOP1MT* diminishes dependency of tumor cells on glucose

Next, we tested whether the reduced growth of *TOP1MT*-KO tumors was due to decreased cell proliferation. Accordingly, Ki67 staining showed that tumors arising from *TOP1MT*-deficient cells were significantly less proliferative compared to WT cells (Fig. 2a, b; *p* = 0.026, *t*-test), while no difference in nuclei count per field was observed excluding potential cell size alterations (Fig. 2c, *p* = 0.53, *t*-test). Additionally, apoptosis was enhanced in the *TOP1MT*-deficient xenograft tumors (Supplementary Fig. 2a, b). However, overall apoptosis was low, suggesting that decreased proliferation is the main determinant for the slower growth rate of tumors derived from *TOP1MT*-KO cells.

**Fig. 2:**
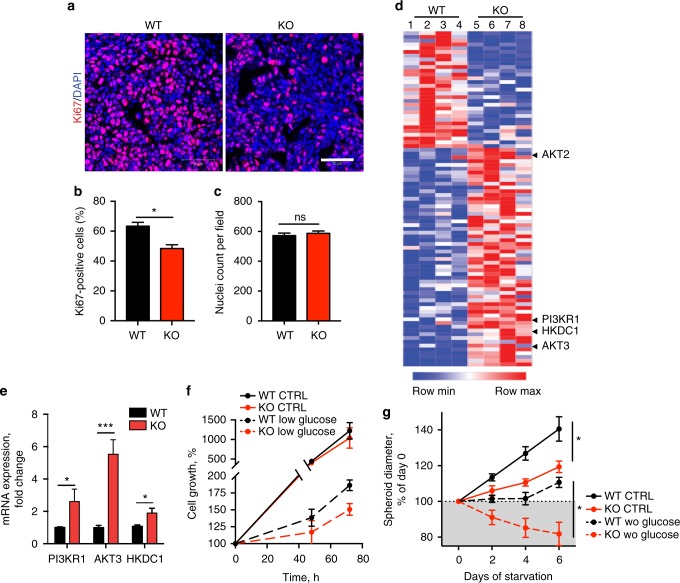
Knocking out *TOP1MT* restrains cell proliferation and sensitizes cells to glucose starvation. **a** Representative Ki67 immunofluorescence staining of WT and *TOP1MT*-KO xenograft tumors. Scale bar, 50 μm. **b**, **c** Quantification of the fraction of Ki67-positive cells (**b**) and nuclei count per field (**c**) measured by ZEN software (6 images per animal, 5 animals per genotype). **d** Heat map showing significant changes in gene expression profiles analyzed with the nCounter PanCancer Progression panel in four *TOP1MT*-deficient vs. four WT tumors (89 genes, *p* < 0.05). **e** Transcript levels of selected genes of the PI3K/AKT pathway determined by RT-qPCR (*n* = 4, each performed in triplicates). **f** Kinetics of cell growth under standard culture conditions and under glucose withdrawal (1 g L^−1^ glucose, dashed lines) (four independent experiments performed in quadruplets). **g** Growth of WT and *TOP1MT*-KO multicellular tumor spheroids (MCTS) formed by 10,000 HCT116 cells in six independent experiments, each performed in quintuplets. Day 0 corresponds to 48 h after cell seeding (spheroid maturation). Dashed and solid lines represent growth in the absence and presence of glucose, respectively. Data represent the means ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001, Student’s *t*-test

To elucidate the underlying transcriptional differences between *TOP1MT*-KO and WT tumors, we analyzed gene expression using the nCounter PanCancer Progression panel. Lack of *TOP1MT* resulted in the activation of the phosphoinositide 3-kinase PI3K/AKT signaling pathway (Fig. 2d, Supplementary Data 1 and Supplementary Table 1). Upregulation of the key enzymes *AKT3, PI3KR1* and *HKDC1* was confirmed by RT-qPCR and western blotting (Fig. 2e, Supplementary Fig. 2c, *PI3KR1*: *p* = 0.04; *AKT3*: *p* = 0.0001; *HK*: *p* = 0.04, *t*-test). As AKT activation exerts a direct influence on cellular glucose homeostasis^23^, we tested gene expression of the two key regulators of glycolysis, 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1 (*PFKFB1)* and hexokinase domain containing 1 (*HKDC1)*. Both were upregulated 2- to 3-fold in the *TOP1MT-*KO tumors measured by the nCounter PanCancer Progression panel. These findings indicate that loss of *TOP1MT* is associated with activation of the PI3K/AKT pathway, potentially increasing glucose utilization.

To test this possibility, we then determined growth of HCT116 cells in the presence or absence of TOP1MT under glucose restriction (Fig. 2f). Under standard cell culture conditions, HCT116 WT and *TOP1MT*-KO cells grew indistinguishably. However, *TOP1MT*-KO cells were more sensitive to glucose withdrawal than WT cells (Fig. 2f). We hypothesize that lack of *TOP1MT* can be compensated by the presence of other topoisomerases under basal growth conditions^18^, while this redundancy becomes restricted in a microenvironment where supply of nutrients, oxygen, signaling molecules, and metabolites is limited. Accordingly, we observed impaired growth of HCT116 *TOP1MT*-KO cells under serum starvation (Supplementary Fig. 2d, *p* = 0.01, multiple *t*-tests with correction for multiple comparisons using the Holm-Sidak method). Further, murine embryonic fibroblasts (MEF) lacking TOP1MT were more sensitive to a nutrient and oxygen restricted environment than WT cells (Supplementary Fig. 2e, f; *p* = 0.0001, *p* = 0.007, multiple *t*-tests with correction for multiple comparisons using the Holm-Sidak method). As 3D cultures mimic more closely an *in vivo* tumor microenvironment by creating a gradient of nutrients, oxygen, and catabolites^24^, we determined the impact of TOP1MT on the growth of multicellular tumor spheroids (MCTS). Forty-eight hours after seeding, cells of both genotypes formed similarly sized spheroids indicating that lack of TOP1MT did not affect spheroid maturation (Supplementary Fig. 2g, *p* = 0.7, *t*-test). However, MCTS grew significantly slower in the absence of TOP1MT compared to the WT spheroids after maturation (Fig. 2g, *p* = 0.0004, multiple *t*-tests with correction for multiple comparisons using the Holm-Sidak method), reflecting the dependency of *TOP1MT*-KO cells on sufficient nutrient and oxygen supply. Similarly, glucose withdrawal resulted in a slow but steady growth of WT spheroids, whereas *TOP1MT*-KO spheroids failed to increase in size at any given time point.

These results along with the concomitant activation of the PI3K/AKT pathway prompted us to investigate the glycolytic activity in primary tumor cells isolated from the WT and *TOP1MT*-KO xenografts. We found that the glycolytic rate, as measured by the extracellular acidification rate (ECAR), remained the same in the absence or presence of *TOP1MT* (Supplementary Fig. 2h), suggesting that cancer cells already operate at their maximum glycolytic capacity. The inability to utilize other fuels to maintain proliferation in *TOP1MT*-KO cells implies impaired mitochondrial function, which is consistent with previous work in *Top1mt*-KO murine embryonic fibroblasts (MEF)^19^.

### Mitochondria are dysfunctional in *TOP1MT*-deficient tumors

To elucidate how *TOP1MT* affects mitochondria in tumor cells, we analyzed the *TOP1MT*-KO and WT xenograft tumors by electron microscopy. It revealed the presence of a substantial fraction of swollen mitochondria in *TOP1MT*-KO tumors (Fig. 3a, Supplementary Fig. 3a, b) characterized by a lucent-swelling matrix and cristae disarrangement or partial cristolysis (Fig. 3a, inset). As the enzymes involved in oxidative phosphorylation are located on the inner mitochondrial membrane, mitochondrial swelling with distortion of cristae has been associated with the incapability to produce adequate amounts of ATP by mitochondrial respiration^25^. Quantification showed that the frequency of swollen mitochondria increased over 5-fold in *TOP1MT*-KO tumors compared to WT (Fig. 3b, *p* = 0.001, *t*-test), while no alteration in the average mitochondrial content was observed in the absence of TOP1MT (Fig. 3c, Supplementary Fig. 3c, *p* = 0.6, *t*-test). Extracellular flux analysis also showed the mitochondrial dysfunction of primary *TOP1MT*-KO tumor cells with reduced respiratory activity and significantly decreased maximal respiratory capacity (Fig. 3d, Supplementary Fig. 3d, *p* = 0.04, *t*-test).

**Fig. 3:**
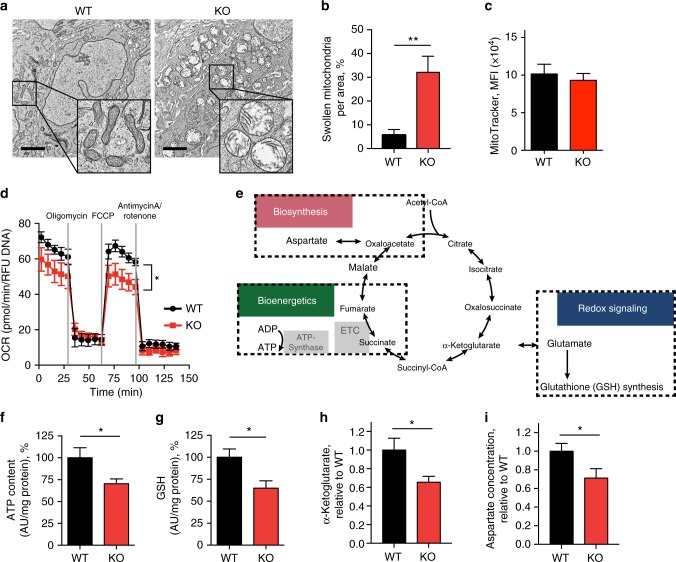
Mitochondria are defective in *TOP1MT*-KO HCT116 tumor xenografts. **a** Representative electron micrographs. The insets depict higher magnification of the boxed areas. Scale bar, 2 μm. **b** Quantification of swollen mitochondria in WT and *TOP1MT*-KO tumors. At least 48 images were analyzed from 12 independent areas at ×5000 magnification. **c** Mitochondrial mass determined by MitoTracker Deep Red FM staining of tumor cells isolated from WT and *TOP1MT*-KO tumor xenografts. The median ± SEM is plotted (*n* = 5 for each genotype). **d** Differential oxygen consumption rate measured by Seahorse XF96 Extracellular Flux Analyzer in WT and *TOP1MT*-KO cells isolated from tumor xenografts (*n* = 5 for each genotype, each performed in quintuplets). **e** Scheme of mitochondrial functions for cellular biosynthesis, bioenergetics and redox signaling. **f** Cellular energy levels measured by ATPlite (*n* = 7). **g** Redox state determined by glutathione levels (*n* = 5). **h** Steady-state level of the TCA cycle metabolite α-ketoglutarate, *n* = 10-12. **i** Reduced aspartate levels in *TOP1MT*-KO tumor xenografts (*n* = 10). Data represent mean ± SEM except in **c**, *p < 0.05, **p < 0.01, Student’s *t*-test

Mitochondria represent not only important hubs for cellular metabolism but also function as signaling platforms^26^. In particular, they play a central role in redox homeostasis, catabolic processes producing bioenergy, as well as anabolic processes supplying macromolecules for cellular proliferation (Fig. 3e). Hence, we tested whether the morphological alterations and reduced respiratory rate in the *TOP1MT*-KO tumor cells might affect the biochemical functions of mitochondria. Accordingly, *TOP1MT*-deficient tumors showed significantly reduced ATP levels (Fig. 3f, *p* = 0.039, *t*-test) and enhanced oxidative stress, as determined by glutathione levels (Fig. 3g, *p* = 0.02, *t*-test). Additionally, loss of *TOP1MT* was associated with perturbations in the electron transport chain measured by a significant decrease in the tricarboxylic acid cycle (TCA) metabolite α-ketoglutarate, which after metabolic conversion to glutamate serves as precursor for glutathione (Fig. 3h, *p* = 0.02, *t*-test). Aspartate has been reported to be essential for cellular proliferation by ensuring sufficient supply of building blocks. As a result of impairment of the electron transport chain aspartate levels drop^27,28^. Consistently, aspartate levels were significantly diminished in *TOP1MT*-deficient tumors (Fig. 3i, *p* = 0.04, *t*-test). Thus, we conclude that mitochondrial dysfunction caused by the loss of *TOP1MT* induces oxidative stress, reduces energy supply and impairs the anabolic function of mitochondria limiting building blocks, ultimately resulting in suppressed tumor growth.

### *TOP1MT* deficiency impairs mitochondrial translation

To examine the molecular mechanism underpinning the mitochondrial dysfunction of *TOP1MT*-KO cancer cells, and because TOP1MT is known to act primarily as a DNA processing enzyme^17,18,29^, we examined mtDNA copy number and transcripts. Consistent with our prior studies in normal tissues from *Top1mt*-KO mice^18–20,30^, mtDNA copy number was decreased in the *TOP1MT*-deficient xenograft tumors compared to WT tumors (Fig. 4a, *p* = 0.04, *t*-test). Sequencing of mtDNA revealed very few significant shifts in mtDNA heteroplasmy, with more frequent alternations occurring in the non-coding regulatory regions (Supplementary Fig. 4a). Notably, in spite of decreased mtDNA, mitochondrial transcript levels were increased in *TOP1MT*-KO tumor cells per mtDNA molecule (Fig. 4b, Supplementary Fig. 4b), which is consistent with our recent findings in *Top1mt*-KO MEFs^31^. Although mitochondrial transcripts were elevated, steady-state levels of the respiratory chain proteins, encoded by both mitochondrial and nuclear DNA, were significantly diminished in *TOP1MT*-KO tumors (Fig. 4c, d, NDUFB8: *p* = 0.003, SDHB: *p* = 0.01, CO2: *p* = 0.01, ATP5A: *p* = 0.04, *t*-test).

**Fig. 4:**
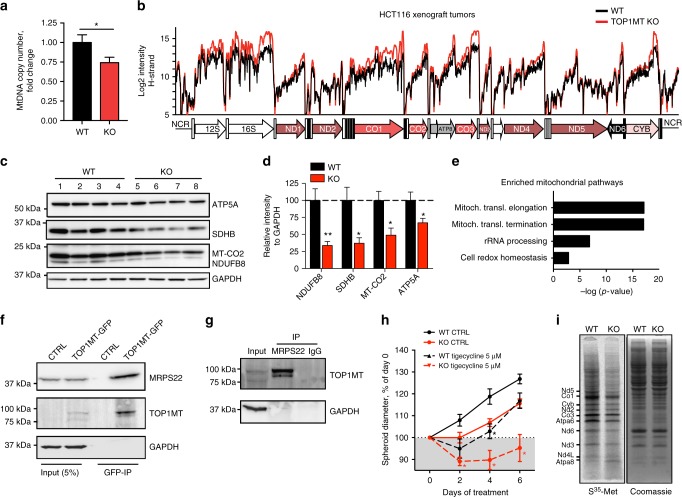
Lack of *TOP1MT* impairs mitochondrial translation. **a** Reduced mtDNA copy number was determined by RT-qPCR in *TOP1MT*-KO and WT HCT116 tumor xenografts (*n* = 9, each genotype, each performed in triplicates). **b** Conserved mitochondrial transcription profiles of *TOP1MT*-KO vs. WT tumor xenografts determined by tiling array^31^ (*n* = 4, each genotype). **c** Representative western blots showing reduced levels of mitochondrial OXPHOS proteins in *TOP1MT*-KO tumor xenografts (lane 5–8). **d** Quantification of mitochondrial OXPHOS proteins (*n* = 7, each genotype). **e** Gene ontology analysis of TOP1MT binding partners identified by TOP1MT immunoprecipitation followed by mass spectrometry. **f**, **g** Co-immunoprecipitation of TOP1MT-GFP (**f**) and MRPS22 (**g**) followed by western blotting. **h** Reduced growth of *TOP1MT*-KO HCT116 multicellular tumor spheroids. Day 0 corresponds to 48 h after cell seeding (spheroid maturation); *n* = 5, each performed in quintuplets. Dashed and solid lines represent spheroids treated with and without (CTRL) 5 μM tigecycline (*n* = 5, each performed in quintuplets), respectively. **i** Reduced mitochondrial protein synthesis measured by [^35^S]-methionine labeling of WT and *Top1mt*-KO MEFs. A representative gel shows the autoradiography of newly synthesized mitochondrial proteins (left). Equal protein loading was ensured by Coomassie staining (right). Data are mean ± SEM; *p < 0.05, **p < 0.01, Student’s *t*-test

Likewise, a reduction of complex IV was observed by immunofluorescence staining for the subunit MT-CO2 in the *TOP1MT*-KO xenograft sections (Supplementary Fig. 4c, d). It has been previously reported that defective mitochondrial protein synthesis is often associated with increased transcript levels as part of a compensatory mechanism to overcome impaired oxidative phosphorylation^32,33^. Thus, our results reveal a function of *TOP1MT* in mitochondrial translation in addition to its roles in the release of DNA torsional stress^18,29^ and mitochondrial transcription^31^.

To gain further evidence for the role of TOP1MT in mitochondrial translation and to identify potential binding partners of TOP1MT, we performed pulldown experiments of TOP1MT followed by mass spectrometry. Nearly half of the detected proteins were involved in mitochondrial translation and constituents of the mitoribosome (Supplementary Data 2). The association of TOP1MT with mitochondrial translation was also reflected in gene ontology enrichment analysis, showing significant scores for processes associated with mitochondrial translation, rRNA processing, and cell redox homeostasis (Fig. 4e). Binding of TOP1MT to MRPS22, the small subunit of the mitoribosome was further established by co-immunoprecipitation experiments of TOP1MT-GFP or MRPS22 (Fig. 4f and g). To test the functional impact of TOP1MT on mitochondrial translation, we challenged *TOP1MT*-KO and WT MCTS with tigecycline, a mitochondrial translation inhibitor^34^. *TOP1MT*-deficient spheres displayed increased sensitivity to tigecycline compared to their WT counterparts indicating altered mitochondrial translation in *TOP1MT*-KO cells (Fig. 4h, *p* = 0.032, *t*-test). To further corroborate a functional role of TOP1MT in mitochondrial translation, we labeled newly synthesized mitochondrial proteins with [^35^S]-methionine in the presence of emetine, which selectively inhibits cytoplasmic translation. Mitochondrial translation was decreased in *Top1mt*-deficient MEFs compared to WT cells (Fig. 4i). HCT116 cells lacking *TOP1MT* showed only a mild reduction of mitochondrial translation under standard culture conditions (Supplementary Fig. 4e). However, pretreatment with tigecycline followed by a short release period markedly impaired mitochondrial translation in *TOP1MT*-KO compared to WT cells indicating the role of TOP1MT in efficient mitochondrial translation both in human and murine cells. Taken together, these findings indicate a novel role of TOP1MT in mitochondrial translation and its association with mitoribosomes.

### Lack of *TOP1MT* suppresses hepatocarcinogenesis

Next, we extended our findings on the tumor-promoting role of *TOP1MT* in human colon cancer cell xenografts to another cancer model. Given the fact that *TOP1MT* is frequently overexpressed in human hepatocellular carcinomas (HCC) (Supplementary Fig. 1a, b), and based on our previous work demonstrating that TOP1MT enhances liver regeneration^20^, we utilized our *Top1mt*-KO mouse line^18^ to induce liver cancer. Due to a low propensity of C57BL/6 mice to develop HCC, male *Top1mt*−/− and WT (*Top1mt+/+*) littermates were subjected to a combined treatment with the mutagen diethylnitrosamine (DEN) and the hepatotoxin carbon tetrachloride (CCl_4_). This model shares features with human liver cancer, which predominantly develops in the background of chronic liver inflammation caused by hepatitis B or C viruses, alcoholic steatohepatitis, or nonalcoholic steatohepatitis^35^. After 22 weeks of treatment with DEN/CCl_4_ (Fig. 5a), all WT and *Top1mt*^−/−^ mice developed liver tumors (Fig. 5b). Histologically, DEN/CCl_4_-induced tumors were indistinguishable (Fig. 5c, Supplementary Fig. 5a). However, *Top1mt*−/− mice showed reduced tumor burden (~40%) (Fig. 5d, *p* = 0.019, *t*-test) due to a significant decrease of tumor number and size (Fig. 5e, f; *p* = 0.04 and *p* = 0.03, *t*-test).

**Fig. 5:**
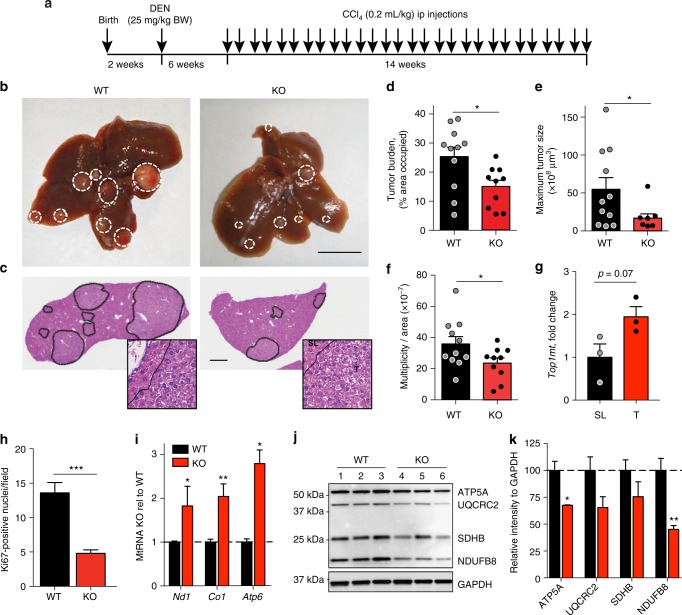
TOP1MT promotes tumor growth in a mouse model of liver carcinogenesis. **a** Experimental design. Male mice received a single intraperitoneal (i.p.) administration of diethylnitrosamine (DEN, 25 mg kg^−1^ body weight) 14 days after birth. Beginning at 8 weeks, mice received biweekly injections of carbon tetrachloride (CCl_4_, 0.2 mL kg^−1^) for 14 weeks. **b** Representative images of liver tumors in WT and *Top1mt−/−* livers at the end of treatment. Tumors are encircled with white dashed circles. Scale bar, 1 cm. **c** Hematoxylin and eosin (H&E) staining of representative paraffin-embedded liver sections. Tumor areas are encircled with black dashed lines. Scale bar, 1 mm. **d** Quantification of tumor burden expressed as proportion of hepatic parenchyma occupied by tumor tissue on H&E sections, *n* = 10-11. **e**, **f** Maximum tumor size (**e**) and tumor number (**f**) determined by analysis of H&E sections, *n* = 10-11. **g** Transcript levels of *Top1mt* in surrounding liver versus tumor tissue (*n* = 3, each performed in duplicates). **h** Quantification of Ki67-positive cells in the liver tumors (*n* = 5). **i** Transcript levels of selected mitochondrial-encoded genes in *Top1mt−/−* liver tumors relative to WT tumors (*n* = 3) determined by mitochondrial tiling array. **j** Representative western blots depicting protein levels of mitochondrial OXPHOS proteins in WT (lane 1–3) and *Top1mt-/-* (lane 4-6) tumors. GAPDH was used as loading control. **k** Quantification of mitochondrial OXHOS protein levels in WT and *Top1mt-/-* liver tumors relative to GAPDH (*n* = 3). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, Student’s *t*-test

Consistent with the findings in human HCC (Supplementary Fig. 1a–b), *Top1mt* gene expression levels were upregulated 1.9-fold in murine HCC as compared to surrounding liver (Fig. 5g, *p* = 0.07, *t*-test). To exclude a contribution of hepatic fibrosis caused by carbon tetrachloride treatment to the observed differences in hepatocarcinogenesis, we stained liver tissue sections for collagen using a Picro Sirius Red staining (Supplementary Fig. 5a, bottom). We found no obvious differences in the extent of hepatic fibrosis between WT and *Top1mt*-KO mice. Additionally, expression levels of inflammatory (*Infg*) and fibrotic (*Tgfb1*) genes were not significantly altered (Supplementary Fig. 5b–c, *p* = 0.9, *p* = 0.4, *t*-test). Furthermore, we followed tumor burden in mice injected with DEN only. Hepatic tumor burden was significantly decreased in *Top1mt*-KO mice as compared to the WT littermates at 50 weeks after DEN injection (Supplementary Fig. 5d, *p* = 0.04, *t*-test). Thus, loss of TOP1MT rather than the secondary effects triggered by CCl_4_ treatment contributes to the suppression of tumor burden in *Top1mt*-KO mice.

In line with the results of the HCT116 xenograft study, *Top1mt*-deficient liver tumors were less proliferative (Fig. 5h, Supplementary Fig. 5a, *p* = 0.000001, *t*-test) and displayed activation of glucose uptake (Supplementary Fig. 5e, *p* = 0.04, *p* = 0.048, *t*-test). Mitochondrial transcript levels were also significantly increased in the liver tumors of *Top1mt*−/− mice compared to the WT counterparts, while no difference was observed in mitochondrial transcript levels in the non-cancerous livers from *Top1mt*−/− and WT mice (Fig. 5i, Supplementary Fig. 5f, *Nd1*: *p* = 0.01, *Co1*: *p* = 0.001, *Atp6*: *p* = 0.04, *t*-test). Protein levels of the OXPHOS enzyme subunits were significantly decreased in the *Top1mt*−/− liver tumors consistent with our findings in the xenograft model (Fig. 5j, k; ATP5A: *p* = 0.02, NDUFB8: *p* = 0.009, *t*-test). These results further establish the tumor-promoting role of TOP1MT and its role in enforcing mitochondrial translation.

### Relevance of TOP1MT expression signature for HCC patients

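RNA from 3 liver tumors of WT mice and 3 of Top1mt-KO mice was sequenced. The mice were male C57BL/6 littermates from heterozygous breeding. They received diethylnitrosamine, a liver carcinogen, at 25 mg/kg on day 14 after birth. Carbon tetrachloride, which injures the liver, was then given at 0.2 ml/kg for 14 weeks from week 8, and the tumors were taken 4 days after its end. The tumors sequenced measured 3 by 5 mm, and the RNA had an integrity number of at least 8. Libraries were stranded and were read as pairs of 125 bases. The authors trimmed the reads, aligned them with BWA, kept those that mapped uniquely, counted them per gene with featureCounts and compared the genotypes with DESeq2. The values used here are the authors' log2 expression values, normalized between libraries and listed by gene symbol for 30236 genes. The transform behind them is not named in the paper's text. They behave like a regularized log, which draws the values of weakly expressed genes toward their mean, so fold changes of such genes are understated. Read totals cannot be recovered from them, so the depth of each library is unknown. Because no counts were used, the genotypes were compared with limma with a mean-variance trend and Benjamini-Hochberg adjustment, over the 22677 genes whose mean lay above the lowest 25% of genes.
The targeted gene was examined first in every library. Top1mt had log2 values of 7.71, 5.99 and 8.01 in the libraries labelled WT replicates 1, 2 and 3. The libraries labelled Top1mt-KO replicates 1, 2 and 3 had 5.58, 6.41 and 6.32. The library labelled WT replicate 2 thus lay below 2 of the 3 libraries labelled KO, unlike WT replicates 1 and 3. The transcript was clearly detected in all 3 libraries labelled KO, so none of them looked empty of it. The paper's text does not state how the targeted allele changes the amount of this transcript. A value per gene also does not show whether a transcript is intact. These values therefore cannot by themselves check the genotype of any library, WT replicate 2 included. The groups were kept as labelled, and every direction given for these tumors rests on those labels. The mean was 7.24 ± 1.09 (SD, n = 3) for WT and 6.10 ± 0.46 (SD, n = 3) for KO. The log2 fold change was -1.13 with a standard error of 0.52, and its adjusted p from limma was 0.999. The groups overlapped (exact two-sided permutation test, p = 0.3, where 3 against 3 allow no p below 0.1). Without WT replicate 2 the log2 fold change was -1.76, the largest move among the alternatives tried, and without WT replicate 3 it was -0.75.

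**Figure D1:**
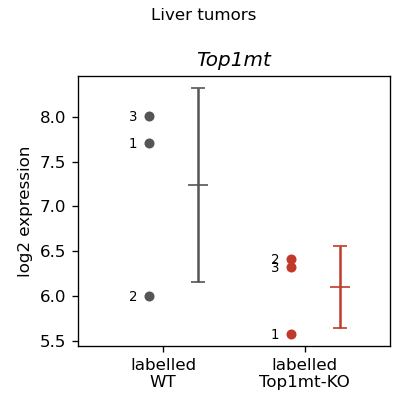
Log2 expression of Top1mt (vertical axis) in each liver tumor library, by labelled genotype. Points are libraries with their replicate number, and the bar beside them is the mean with its SD. Replicate 2 of the libraries labelled WT, at 5.99, sits among those labelled Top1mt-KO.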

To explore the potential clinical relevance of a *Top1mt* gene expression signature, we first performed transcriptome analysis of WT and *Top1mt*-deficient tumors of similar size. 

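Across the genes tested, 0 had an adjusted p under 0.05 by limma between the libraries labelled Top1mt-KO and WT, and the smallest adjusted p was 0.938. At an unadjusted p under 0.05 there were 985 genes, of which 405 were higher and 580 lower in KO. Chance alone gives 1133.9 at this level. Of the alternatives, removing the filter on low values moved the count most, to 4 genes. These 4 genes, 1700049E15Rik, Gm14130, Gm25081 and Gm26962, were named after their values were seen. Their values lay between -1.84 and -0.71, near the bottom of the scale, and 0 of them are in the paper's list.
Supplementary Data 3 lists 93 gene identifiers with their values in the 6 libraries. By those values 92 matched the table, and 1 was not analysed here. Among the 92 genes, 52 were higher and 40 lower in KO, with a median absolute log2 fold change of 1.15. At an unadjusted p under 0.05 there were 86 of them. Adjusted over all genes tested, 0 passed 0.05, and adjusted over the list alone 86 passed (65 to 84 under the alternatives). The second count is not independent evidence, since the paper chose the list on these libraries. The groups did not overlap in 79 of the 92 genes, where chance gives 10% for 3 against 3 in genes not chosen this way. Over all genes tested the share was 8.28%. Saa3 had the largest change of the list, a log2 fold change of -3.04, with overlapping groups. It and the extremes among the 79 genes were picked after the values were seen. Dmkn fell by 3.00 on the log2 scale (standard error 0.78, limma's adjusted p = 0.987). Defb1 rose by 2.66 (standard error 0.58, limma's adjusted p = 0.938).
Hierarchical clustering of the 92 genes, each centred and scaled, with Euclidean distance and complete linkage, placed 6 of 6 libraries with their labelled genotype. Over all genes tested, WT replicate 2 and KO replicate 1 formed a cluster apart from the other 4 libraries. That places 3 of 6 with their genotype, the fewest that 2 clusters of these libraries allow. Over the 500 most variable genes KO replicate 1 stood alone, which counts as 4 of 6, as any single library apart would, and is not a partial grouping by genotype. Principal components of all genes tested were also computed. Of the first 3, only the second, with 20.7% of the variance, separated the genotypes. It put WT replicates 1, 2 and 3 at 43.4, 29.6 and 20.3 and KO replicates 1, 2 and 3 at -9.91, -29.7 and -53.7 (exact two-sided permutation test, p = 0.1, the smallest possible). The first component, with 25.7%, did not (exact two-sided permutation test, p = 0.8), nor did the third, with 19.8% (exact two-sided permutation test, p = 0.9).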

Supervised hierarchical clustering of 93 differentially expressed genes (Supplementary Data 3) separated the murine liver tumors into two clusters depending on the *Top1mt* genotype (Fig. 6a). 

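The 48 mitochondrial genes drawn in Supplementary Fig. 6a were all among the genes tested. Between the libraries labelled Top1mt-KO and WT, 0 had an adjusted p under 0.05 by limma, and 0 when adjusted over the list alone, where the smallest was 0.0531. The list comes from these libraries and is not independent evidence. At an unadjusted p under 0.05 there were 28 genes, 13 higher and 15 lower in KO. Without KO replicate 3 this count was 12. Of the 48 genes, 6 are in Supplementary Data 3.
Oat, ornithine aminotransferase, was 10.2 ± 0.48 (SD, n = 3) in WT and 8.99 ± 0.24 (SD, n = 3) in KO, and did not overlap between groups (log2 fold change -1.18, standard error 0.25, limma's adjusted p = 0.938). Gldc, the glycine decarboxylase, was 10.5 ± 0.50 (SD, n = 3) in WT and 11.5 ± 0.29 (SD, n = 3) in KO, a log2 fold change of 1.03. Amt, which acts with it in glycine cleavage, had a log2 fold change of 0.63, and its groups overlapped. Shmt2 had one of 0.16 (standard error 0.25), which was -0.14 without KO replicate 2. Mthfd1l had one of -1.10, with groups that overlapped, and one of -0.60 without KO replicate 3.
For Nnt and Ckmt1 the library labelled WT replicate 2 again lay with those labelled KO. Nnt was 10.3, 11.6 and 10.1 in WT replicates 1, 2 and 3 and 11.4, 11.7 and 11.6 in KO. Ckmt1 was 2.74, 0.15 and 3.16 in WT and 0.14, 0.06 and -0.09 in KO. Its groups did not overlap, by a narrow margin. The values near 0 are those of a transcript hardly detected, so their order says nothing about genotype. A weak gene without a difference, 1700026D11Rik, had the same order, with 0.083 in WT replicate 2 and 0.069, -0.00020 and -0.12 in KO. The log2 fold change of Nnt was 0.89 (1.37 without WT replicate 2, 0.59 without WT replicate 3).

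**Figure D2:**
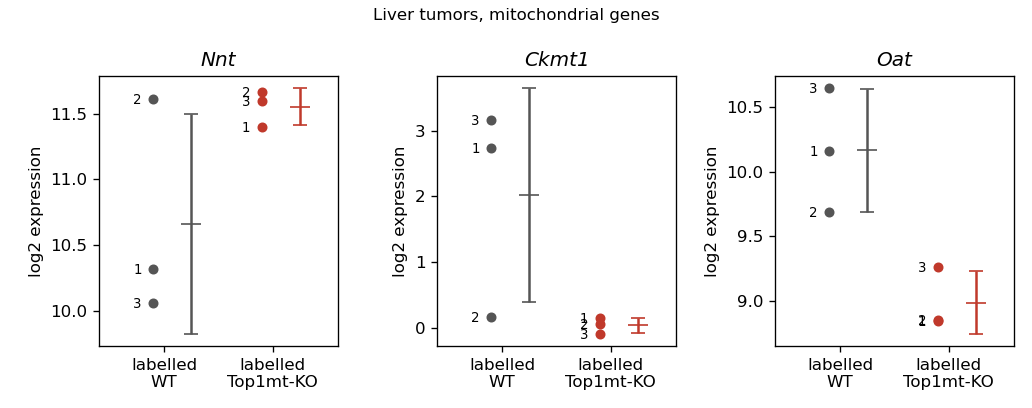
Log2 expression of Nnt, Ckmt1 and Oat (vertical axes, which do not start at 0) in each liver tumor library, by labelled genotype. Points are libraries with their replicate number, and bars are means with SD. For Nnt and Ckmt1, replicate 2 of the libraries labelled WT is at the level of those labelled Top1mt-KO, and for Oat it is not.

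Gene lists for the pathways were compared with all other genes by camera with a preset correlation of 0.01 between genes, adjusted over 5 lists. The 18 folate and one carbon genes had a median log2 fold change of 0.05 (adjusted p = 0.446 by limma's camera), with 10 genes higher and 8 lower. This median was -0.043 without KO replicate 2. The 32 glycine, serine and threonine genes had a median of 0.13 (adjusted p = 0.0203 by limma's camera), with 20 higher. It was -0.0088 without KO replicate 2 (adjusted p = 0.647 by limma's camera). Without WT replicate 2 the adjusted p by camera was 0.148, and without WT replicate 3 it was 0.0868. Single genes passing by limma numbered 0 in each of these 3 lists, both over all genes tested and adjusted over the list alone, and 1 glycine gene is in Supplementary Data 3. The 79 mitochondrial ribosomal protein genes had a median of 0.08 (adjusted p = 0.0203 by limma's camera), with 56 higher. It was -0.0056 without KO replicate 1 (adjusted p = 0.784 by limma's camera) and 0.028 without WT replicate 1 (adjusted p = 0.506 by limma's camera), and without WT replicate 3 the adjusted p by camera was again 0.0868. At an unadjusted p under 0.05 there were 2, 2 and 3 genes of the folate, glycine and ribosomal lists. With the correlation estimated from the data, the adjusted p by camera was 0.588 for the glycine list and 0.610 for the ribosomal list, and fry gave 0.747 for both. Of the 7 Mrps genes in Supplementary Fig. 6a, 3 did not overlap between groups. Mrps25 was lower in KO (log2 fold change -0.52), and Mrps27 (0.49) and Mrps10 (0.31) were higher. The groups overlapped for the other 4.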

Pathway analysis of the differentially expressed mitochondrial genes showed enrichment of genes related to folate, glycine, serine, threonine, and carbon metabolism (Supplementary Fig. 6a, b), and molecular function analysis revealed a link with ribosomal function (Supplementary Fig. 6c). Additionally, PERK together with ATF4 were identified as upstream regulators (Supplementary Fig. 6d), which both have been reported as key players in the mitonuclear stress response by reducing total protein synthesis^36^. 

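The transcripts of PERK and ATF4 overlapped between the libraries labelled Top1mt-KO and WT. Eif2ak3, which encodes PERK, was 9.22 ± 0.18 (SD, n = 3) in WT and 9.54 ± 0.23 (SD, n = 3) in KO (exact two-sided permutation test, p = 0.3). Its log2 fold change was 0.31, and 0.21 without WT replicate 3. Atf4 was 10.6 ± 0.37 (SD, n = 3) in WT and 10.9 ± 0.14 (SD, n = 3) in KO (exact two-sided permutation test, p = 0.3). Its log2 fold change was 0.29, but 0.084 without WT replicate 1 and 0.45 without WT replicate 3. Among the regulators named in Supplementary Fig. 6d, Clock was higher in KO without overlap (log2 fold change 0.68, standard error 0.16, limma's adjusted p = 0.968). Ppara was lower without overlap (log2 fold change -0.41, standard error 0.19, limma's adjusted p = 0.999), and -0.24 without KO replicate 3. ATF4 acts largely through its translation, which these values do not measure. Of 40 target genes tested from a list fixed before the data were examined, 34 were higher and 6 lower in KO. Their median log2 fold change was 0.31 (adjusted p = 3.4e-06 by limma's camera with the preset correlation). With the correlation estimated from the data the adjusted p was 0.398, and with fry 0.690. The mean of the targets' centred log2 values was -0.087, -0.24 and -0.27 in WT replicates 1, 2 and 3 and -0.071, 0.099 and 0.57 in KO. These groups did not overlap, though narrowly, and differed by 0.40 (exact two-sided permutation test, p = 0.1, the smallest possible). Without KO replicate 3 the median was 0.17. Single targets passing an adjusted p of 0.05 by limma numbered 0, both over all genes tested and adjusted over the list alone, and 7 had an unadjusted p under 0.05. The targets named here were chosen after their values were seen. Asns, asparagine synthetase, was higher in KO without overlap (log2 fold change 1.16, standard error 0.30, limma's adjusted p = 0.987). Ddit3 had a log2 fold change of 1.10, with overlapping groups. Cebpb went the other way without overlap (log2 fold change -0.84, standard error 0.18, limma's adjusted p = 0.938). Its unadjusted p by limma, 0.0019, was the smallest of the 40 targets. Of the 40 targets, 4 are also in Supplementary Data 3. The paper states that these data add support for a role of TOP1MT in mitochondrial translation, which it had examined with other experiments.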

Taken together, these data further support the role of TOP1MT in mitochondrial translation.

**Fig. 6:**
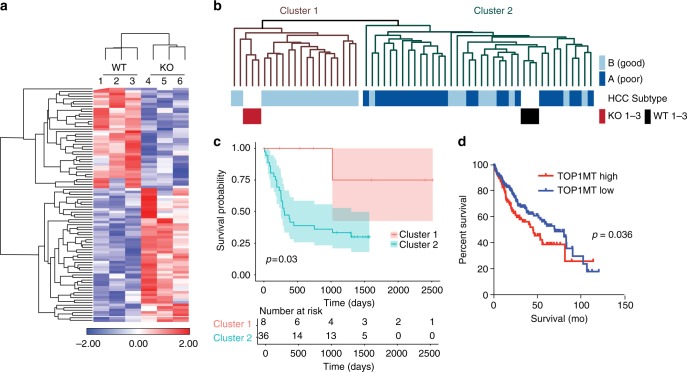
*TOP1MT*-KO gene expression signature and expression predict survival of HCC patients. **a** Supervised hierarchical clustering of gene expression profiles from 3 independent *Top1mt*-KO and WT mouse HCCs. **b** Integrative cluster analysis of murine HCCs applied to 53 human HCC patient samples using orthologous genes. Light blue bars indicate HCC patients with good survival prognosis, dark blue bars, HCC patients with poor survival, dark red bars, murine *Top1mt*-KO HCC, and black bars, murine HCC expressing *Top1mt*. **c** Overall survival of HCC patients based on the *TOP1MT* gene expression signature. **d** High expression of *TOP1MT* is associated with poor survival of patients with HCC (370 total cases from the TCGA database including 138 patients with high *TOP1MT* expression and 232 patients with low *TOP1MT* expression)

Next, we applied the *Top1mt* gene signature derived from the murine liver tumors to a cohort of 53 HCC patients^37^. The HCC data set was obtained from Caucasian and Chinese patients using Illumina bead chips. Integrative cluster analysis of orthologous genes led to the separation of the HCC samples into two clusters (Fig. 6b). Notably, the *Top1mt*-deficient liver tumors clustered with the patients with good prognosis, while the more aggressive WT liver tumors clustered with patients characterized by a poor survival (Fig. 6b, c). This finding is in line with TCGA data showing a reverse relationship between the *TOP1MT* expression levels and prognosis for HCC patients (Fig. 6d, *p* = 0.036). To mitigate concerns that proliferation and cell cycle-related genes significantly contribute to the observed correlation between *TOP1MT* expression and prognosis, we computed the overlap between our *Top1mt*-KO gene expression signature and a curated consensus catalog of cell cycle regulated genes^38^. 

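The catalog of cell cycle regulated genes used in the paper was not used here, and a list of 97 genes of the S and G2/M phases took its place. It shared 0 genes with the 92 genes of Supplementary Data 3. Lists this short among the 22677 genes tested would share few or none by chance. The count therefore cannot show whether proliferation drives the list. In the libraries labelled Top1mt-KO, 52 of the 97 genes were higher and 45 lower than in WT, and 1 had an unadjusted p under 0.05, with 0 past an adjusted p of 0.05 by limma over all genes tested or adjusted over the list alone. Their median log2 fold change was 0.0085 (adjusted p = 0.704 by limma's camera). The result depended on single libraries in both directions. The median was 0.19 without WT replicate 3 (adjusted p = 7.5e-05 by limma's camera) and -0.12 without WT replicate 1 (adjusted p = 0.00502 by limma's camera). It was -0.018 without KO replicate 3 and -0.0066 without WT replicate 2.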

The two signatures did not overlap supporting our conclusion that the *Top1mt*-KO signature is not driven by the differences in the proliferation state (Supplementary Fig. 6e).

Finally, we addressed the question whether the observed correlation between gene expression and prognosis was a common property of type I topoisomerases in the mitochondria or whether it was specific for TOP1MT. Notably, TOP3α is upregulated only in a very small fraction of HCC patients (4.8% versus 37% patients with high *TOP1MT* expression) and *TOP3α* expression levels did not correlate with patient survival. Likewise, upregulation of *TOP3β* was found only in 22 out of 371 patients (5.9%) and did not correlate with survival (Supplementary Fig. 6f, g). Thus, we conclude that the correlation between good clinical prognosis and low *TOP1MT* gene expression is specific for TOP1MT. Overall, these findings demonstrate the role of TOP1MT in promoting tumor growth and support the prognostic value of the *TOP1MT* genomic signature for HCC patients.

## Discussion

Mitochondria are emerging as essential organelles for the survival and proliferation of cancer cells, as well as potential targets for cancer therapy^39,40^. Here, we introduce the role of *TOP1MT*, the only topoisomerase exclusively localized to mitochondria^10,17^, in carcinogenesis.

Based on two independent in vivo tumor models, we show that TOP1MT promotes tumor growth by enabling sustained cancer cell proliferation in an environment in which oxygen and nutrient supplies are limited. TOP1MT has been shown to play a vital role in mtDNA homeostasis by limiting mtDNA negative supercoiling^18^ and ensuring efficient mtDNA replication^20^, which becomes critical in the absence of TOP3α^41^. Thus, reduced mtDNA expansion might at least partially account for the observed decrease in cancer cell proliferation in the absence of TOP1MT. Conversely, high *TOP1MT* expression levels are commonly observed in aggressive cancers (as observed in HCCs).

An unexpected finding of the present study is that, in addition to its canonical role on mtDNA, TOP1MT directly impacts mitochondrial translation through interaction with proteins of the small mitoribosomal subunit (and specifically MRPS22). We also demonstrate that lack of TOP1MT sensitizes cells to the mitochondrial translation inhibitor tigecyline. The detailed processes involved in posttranscriptional modification of polycistronic mRNAs and the mechanism of mitoribosome assembly are not fully understood^42,43^. Early steps of mitoribosomal assembly have been shown to occur at mitochondrial nucleoids, with mitoribosomal proteins of the small subunit being more abundant in nucleoid preparations than the large subunit proteins^44^. The early intermediates of either subunit might be liberated from the nucleoids to RNA granules for further RNA processing and mitoribosome assembly due to steric reasons^45^. Mitochondrial RNA granules contain RNA-modifying enzymes including the RNase P complex and members of the FASTK family and RNA helicases, but also proteins of both the small and large mitochondrial ribosomal subunits^46^. The protein GRSF1 (G-rich sequence binding factor 1), which plays a crucial role in mitochondrial RNA processing and translational regulation, was found to localize to RNA granules^47,48^. As TOP1MT was recently found in the mitochondrial RNA granule proteome by immunoprecipitation of GRSF1^48^, we hypothesize that TOP1MT, as part of nucleoids and RNA granules, contributes to the regulation of mitochondrial translation and ribosome assembly.

Notably, mitochondrial mRNAs are overexpressed in *TOP1MT*-KO cancer cells (Fig. 4b, Supplementary Fig. 5f), which is in line with our recent genomic analyses of mitochondrial transcription^31^. The upregulation of mitochondrial transcripts could result from a compensatory mechanism in the context of impaired mitochondrial translation. Such compensation has been found in various mouse models with defective mitochondrial protein synthesis^32,33^. The precise control of mtDNA homeostasis, RNA processing, and mitochondrial translation are crucial for proficient respiratory complex activity and metabolic homeostasis^49^. We propose a pleiotropic function of TOP1MT, as a key regulatory factor enabling mtDNA replication and expansion as well as mitochondrial translation.

Mitochondria and mitochondrial translation are moving into the focus as potential targets for cancer therapy^39,50–52^. Enhanced mitochondrial biogenesis and reliance on oxidative phosphorylation of cancer cells are critical for drug selectivity and preventing off-tumor effects. For instance, K-Ras mutant tumors are sensitive to mitochondrial translation inhibitors, suggesting that a combinational therapy of BRAF and MEK inhibitors together with mitochondrial translation inhibitors might be a promising approach^34^. Thus, we anticipate that TOP1MT could be a potential target for intervention in combinational therapies against K-Ras mutant tumors, as well as in cancers with upregulated *TOP1MT* or high reliance on mitochondrial biogenesis.

HCC is the most common primary malignancy of the liver, and HCC incidence and mortality rates are steadily increasing. However, effective treatment strategies for advanced stages are lacking^53^. By applying the gene expression signature from our murine *Top1mt*-deficient HCCs, we were able to divide 53 HCC patients into two subgroups with a significantly different clinical outcome. This suggests that the *Top1mt* gene expression signature derived from our murine model could be tested further to predict high-risk patients and to adapt treatment modalities.

In summary, our results present the first evidence that loss of TOP1MT suppresses tumor growth by decreasing mitochondrial translation, thereby sensitizing tumor cells to a microenvironment with limited access to oxygen and nutrients. We also propose that the *Top1mt* gene expression signature could be utilized as prognostic tool for HCC patients and present TOP1MT as a putative mitochondrial target for adjuvant chemotherapy.

## Methods

### Cell lines and reagents

HCT116 cells were obtained from the NCI Development Therapeutics Program in 2014, and authentication of this cell line was performed prior to CRISPR/Cas9 genomic editing of *TOP1MT*. Isogenic cell lines were generated as described^20^. HCT116 cells and murine embryonic fibroblasts (MEF)^19^ were cultured in DMEM supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin at 37 °C in 5% CO_2_. All experiments were performed within 25 passages from thawing, and cell lines were routinely tested for mycoplasma contamination. Antibodies were obtained from the following sources (Supplementary Table 2): abcam: OXPHOS Rodent (ab110413), OXPHOS (ab110411), Ki67 (ab16667); Cell Signaling Technologies: Akt (#4691S), p-Akt (#9271S), cleaved caspase 3 (#9661), GAPDH (#5174); Thermo Fisher Scientific: MRPS22 (#PA5-52249); MT-CO2 (#MS-1372-P1); DSHB: TOP1MT (#CPTC-TOP1-MT-3), A6 (#A6 BCM-s); Sigma-Aldrich: β-actin (#A5441), Santa Cruz: IgG (#sc-2027). Picrosirius Red (#24901-250) was purchased from Polysciences Inc; tigecycline (#PZ0021), N-Nitrosodiethylamine (DEN) (#N0756), and CCl_4_ (#289116) were purchased from Sigma-Aldrich, and olive oil (#75343) from Fluka.

### Transfection of HCT116 cells

Cells were seeded in 6-well plates and at a confluency of 70% transfected using Lipofectamine3000 (Thermo Fisher) according to the manufacturers’ protocol. The green fluorescent protein (GFP)-tagged TOP1MT vector pEGFP-TOP1MT was constructed by cloning TOP1MT cDNA into the NheI and EcoRI sites of the pEGFP-N2 vector (CLONTECH) as previously described^17^.

### Xenograft study

All procedures were performed in accordance with the guidelines of the Animal Care and Use Committee (ACUC) of the National Cancer Institute, NIH. Aliquots of 10,000 cells in DMEM were mixed 1:1 with Matrigel (Corning, # 356231), and 100 μL were subcutaneously injected into the flank of athymic Ncr-nu/nu female mice (NCI-Frederick) at 5 weeks of age. Before injection, all cell lines were tested for a panel of viruses, per NIH ACUC regulations. The cells were negative for mycoplasma and all the viruses tested. Tumor growth was followed over time by caliper measurement. Tumor volume was calculated using the standard formula ½ × *L*× *W*^2^. Bioluminescence imaging was performed 35 days post transplantation. Mice were injected i.p. with 100 μL d-luciferin (Biosynth International, #L-8200) and imaged ten minutes post-injection using the IVIS Lumina system (Xenogen, Caliper Life Sciences). Images were analyzed using the Living Image software.

### Immunocytochemistry

Xenograft and liver sections were fixed overnight at 4 °C in zinc formalin fixative (Sigma, #Z2902). Five micrometre paraffin sections were stained with Ki67 (1:100), cleaved caspase 3 (1:100) and MT-CO2 (1:200), or Picro Sirius Red according to the suppliers’ recommendations. Fluorescently stained tissues from 6 tumors (for each genotype) were viewed by a Zeiss LSM 880 microscope (Zeiss, Thornwood, NY). Images (at least 5 images for each tumor) were quantified and analyzed using the Zen 2012 software (Zeiss, Thornwood, NY). Nuclei count per field was determined using the Zen 2012 software (6 images per animal, 5 animals per genotype).

Hematoxylin and Eosin (H&E) staining for routine histology was performed by Histoserv, Inc. (Gaithersburg).

### NanoString analysis

Gene expression analysis of xenograft tumors (*n* = 4, each genotype) was performed using the nCounter Pancancer Progression panel (Nanostring Technologies, Seattle, WA) according to the manufacturers’ protocol. RNA was isolated with TRIzol^TM^ (Invitrogen, #15596026), and 100 ng of total RNA was used for nCounter hybridizations. Data were normalized to endogenous housekeeper controls.

### Quantitative PCR

RNA was extracted using TRIzol^TM^ (Thermo Fisher Scientific, #15596026) or RNeasy Mini Kit (Qiagen, #74104) and reverse transcribed using RevertAid RT Reverse Transcription Kit (Thermo Fisher Scientific, #K1691) according to the manufacturers’ instructions. Quantitative PCR (qPCR) was performed using TaqMan Universal PCR Mastermix (Thermo Fisher Scientific, #4304437) and TaqMan probes for *PI3KR1*, *AKT3*, *HK*, *Glut4*, *Top1mt*, and *Pparg* or PrimeTime Std qPCR Assay (Integrated DNA Technologies) for *Infg* and *Tgfb1*(Supplementary Table 3). Gene expression was normalized to *GAPDH* and *Gapdh* or *b2m* (Thermo Fisher Scientific).

### Quantification of mtDNA copy number

Total DNA was isolated from xenograft tumors using PureLink Genomic DNA Mini Kit (Thermo Fisher Scientific, #K182001) according to the manufacturers’ protocol. Quantitative PCR was performed in triplicates on 384-Well Reaction Plates (Applied Biosystem) after DNA quantification with Nanodrop1000. For each PCR reaction, 25 ng DNA, 5 μL Power SYBR-Green PCR Master Mix (Applied Biosystems), and 0.5 μM of each forward and reverse primer were used. β2-microglobulin (β2m) was used as standard reference. Primer sequences used: β2m F (5′-TGCTGTCTCCATGTTTGATGTATCT-3′); β2m R (5′-TCTCTGCTCCCCACCTCTAAGT-3′); ND1 F (5′-AAGTCACCCTAGCCATCATTCTAC-3′); and ND1 R (5′-GCAGGAGTAATCAGAGGTGTTCTT-3′).

### Mitochondrial DNA tiling array

Total RNA was isolated from human HCT116 xenografts (*n* = 4 for each genotype), murine livers (*n* = 3 for each genotype), and liver tumors (*n* = 3 for each genotype) using TRIzol^TM^ (Thermo Fisher Scientific, #15596026) before loading onto RNeasy Mini Kit columns (Qiagen, #74104) according to manufacturers’ instructions as described. Mitochondrial DNA tiling array was performed as previously described^31^.

### Immunoblot analyses

For detection of protein levels, 50 mg of xenograft tumor or murine liver tumor tissue were homogenized and lysed in RIPA buffer supplemented with 0.4 M NaCl and protease inhibitor cocktail (Roche Applied Science). Lysates were centrifuged at 15,000× *g* at 4 °C for 10 min and protein concentration was measured using the DC^TM^ Protein Assay kit (Bio-Rad) in the supernatant. Twenty micrograms of protein were loaded onto Novex^TM^ tris-glycine gels (Thermo Fisher Scientific). Blotted membranes were blocked with 5% milk in PBS with 0.1% Tween-20. The primary antibodies were diluted in 5% milk in PBST at 1:1000 for OXPHOS Human Cocktail, OXPHOS Rodent Cocktail, Akt, and MRPS22; 1:500 for p-Akt, 1:250 for TOP1MT and at 1:2000 for GAPDH and β-actin (Supplementary Table 2). Uncropped blots are included in Supplementary Figure 7.

### Immunoprecipitation and IP-mass spectrometry

IP samples were prepared using the GFP-Trap^®^ kit from Chromotek according to the manufacturers’ protocol. HCT116 cells overexpressing TOP1MT-GFP and TOP1MT-KO cells (1 × 10^7^) were collected and resuspended in 200 μL lysis buffer supplemented with 1 mg mL^−1^ benzonase (Sigma-Aldrich), 1 mg mL^−1^ RNase A, 2.5 mM MgCl_2_ and 1× protease inhibitor cocktail (Roche Applied Science). For MRPS22-IP or IgG-IP, 4 μg antibody was added and incubated for 1 h at 4 °C under agitation. Pierce Protein A/G magnetic beads (Thermo Fisher Scientific, #88802) for pulldown of MRPS22 and IgG and 25 μL of GFP-Trap beads for TOP1MT-GFP pulldown in HCT116 cells, respectively, were equilibrated in dilution buffer. Beads were added to the respective samples and incubated at 4 °C under constant agitation. After 1 h, beads were washed with 0.5 mL wash buffer three times and resuspended in 100 μL 2x SDS sample buffer (Thermo Fisher Scientific). IP samples were analyzed by western blotting and by mass spectrometry. GFP-pulldown was also performed in non-transfected cells as a background control.

For mass spectrometry, interacting proteins were fractionated by SDS-PAGE, and each lane cut into 10 slices. The protein bands were then in-gel digested with trypsin (Thermo Fisher Scientific) overnight at 37 °C as described^54^. The peptides were extracted following cleavage and lyophilized. The dried peptides were solubilized in 2% acetonitrile, 0.5% acetic acid, and 97.5% water for mass spectrometry analysis. They were trapped on a trapping column and separated on a 75 µm × 15 cm, 2 µm-Acclaim PepMap reverse phase column (Thermo Scientific) using an UltiMate 3000 RSLCnano HPLC (Thermo Scientific). Peptides were separated at a flow rate of 300 nL min^−1^ followed by online analysis by tandem mass spectrometry using a Thermo Orbitrap Fusion mass spectrometer. Peptides were eluted into the mass spectrometer using a linear gradient from 96% mobile phase A (0.1% formic acid in water) to 55% mobile phase B (0.1% formic acid in acetonitrile) over 30 min. Parent full-scan mass spectra were collected in the Orbitrap mass analyzer set to acquire data at 120,000 FWHM resolution; ions were then isolated in the quadrupole mass filter, fragmented within the HCD cell (HCD normalized energy 32%, stepped ± 3%), and the product ions analyzed in the ion trap. Proteome Discoverer 2.2 (Thermo) was used to search the data against human proteins from the UniProt database using SequestHT. The search was limited to tryptic peptides, with maximally two missed cleavages allowed. Cysteine carbamidomethylation was set as a fixed modification, and methionine oxidation set as a variable modification. The precursor mass tolerance was 10 ppm, and the fragment mass tolerance was 0.6 Da. The Percolator node was used to score and rank peptide matches using a 1% false discovery rate.

### Flow cytometry analysis of mitochondrial mass

Cells (300,000) were seeded in 6-well plates and allowed to grow for 24 h. Cells were then incubated with 100 nM MitoTracker Deep Red dye (Thermo Fisher) for 20 min in normal culture medium at 37 °C. After three washes with 3 mL warm PBS, cells were trypsinized and resuspended in PBS supplemented with 1% FBS and 2 mM EDTA and immediately analyzed by flow cytometry (BD LSR Fortessa). Data analysis was performed using FlowJo 10.4.2 (FlowJo LLC) as exemplified in Supplementary Figure 8.

### Measurement of intracellular ATP levels

Tumor tissue (50 mg) was homogenized, and ATP levels were determined using the ATPlite 1-step kit (PerkinElmer). Briefly, 50 μL ATPlite solution was added to 50 μL tissue homogenate in a 96-well white plate (Perkin Elmer Life Sciences, #6005680). After 5 min, luminescence was measured with an EnVision 2104 Multilabel Reader (PerkinElmer).

Cells at a density of 5000 cells per well were seeded in 96-well plates and allowed to attach for 4 h. Cells were grown for 48 h and 72 h in normal growth medium or incubation medium (1 g L^−1^ glucose and 1% FBS, respectively) under normoxic conditions and in a hypoxia incubator (2% oxygen), respectively. Chemiluminescence was measured after adding 100 μL ATPlite solution (Perkin Elmer).

### Glutathione measurement

Reactive oxygen species (ROS) production was measured quantifying reduced glutathione^51^ in xenograft tumor tissue. GSH levels were assessed in 50 mg tissue lysates using the luminescence-based GSH-Glo™ Glutathione Assay (Promega) according to the manufacturers’ protocol.

### Single metabolite measurement

Steady-state levels of aspartate and α-ketoglutarate in xenograft tumors were measured using the aspartate assay kit (Sigma-Aldrich, MAK095) and α-ketoglutarate assay kit (Sigma-Aldrich, MAK054), respectively, according to the manufacturers’ protocol. Briefly, 20 mg fresh tumor sample (*n* = 10–13 for each genotype) were homogenized in 100 μL ice-cold buffer. Samples were then centrifuged at 13,000× *g* for 10 min at 4 °C. Supernatant was deproteinized with a 10 kDa MWCO spin filter (Biovision, #1997-25). A volume of 50 μL was used for assay reaction which was performed according to manufacturers’ manual.

### Measurement of oxygen consumption rate

Xenograft tumors (*n* = 5 for each genotype) were minced and incubated with Accutase solution (Millipore Sigma, #SCR005) for 30 min under continuous shaking. The resulting cell suspension was filtered through a 70 μm mesh, centrifuged at 1300× *g* and resuspended in DMEM. Isolated primary tumor cells were seeded at a density of 20,000 cells/96-well. For OCR measurements, cells were incubated in medium supplemented with 2 mM glutamine, 10 mM glucose, and 1 mM pyruvate for 1 h, prior to the measurements using the XF Cell Mito Stress Kit (Agilent, #103015-100). For ECAR measurements (*n* = 3 for each genotype), cells were incubated with basal medium prior to injections using the Glycolysis Stress Test kit (Agilent, #103020-100). Experiments were run on a XF96 Extracellular Flux Analyzer (Seahorse Bioscience) in at least six replicates and raw data were normalized to DNA content measured using the CyQUANT Cell Proliferation Assay Kit (Thermo Fisher Scientific, #C7026).

### Multicellular tumor spheroid growth

Spheroids were generated from WT and *TOP1MT*-KO HCT116 cells using GravityTRAP^TM^ ULA plates (insphero, Perkin Elmer) according to manufacturers’ protocol. Briefly, 10,000 cells were seeded in 70 μL DMEM per well, and the plate was centrifuged for 2 min at 250 RCF. Spheroids were formed by cell aggregation and self-assembly to a 3D structure after 48 h (sphere maturation) which was considered as time 0. Spheroid growth was measured in quintuplets over time by determination of spheroid diameter under a bright field microscope and is represented as ratio over the matured spheroid (48 h after cell seeding, time 0). Growth or incubation medium was replaced every 48 h. Incubation medium was supplemented with 5 μM tigecycline to inhibit mitochondrial translation, and spheroid growth was followed over the duration of seven days.

### Transmission electron microscopy

Xenograft tumor samples (*n* = 2 for each genotype) were cut into small (1 × 1 mm^3^) cubes and fixed in a mix of 2% glutaraldehyde and 4% paraformaldehyde in 0.1 M cacodylate buffer. Samples were processed and examined in an electron microscope operated at 80 kV (Hitachi H7650, Tokyo by the Electron Microscopy Core at the National Cancer Institute (Frederick) as previously described^20^. At least 48 digital images taken at ×5000 magnification from 12 independent areas were captured by CCD camera (AMT, Danvers, MA) and used for a quantitative evaluation of mitochondrial morphology.

### Mitochondrial protein synthesis

Mitochondrial translation in WT and Top1mt-KO MEFs was assessed as described in ref. ^55^. Briefly WT and *Top1mt*-KO MEFs were washed with methionine/cysteine-free DMEM, 2 mM l-glutamine, 96 μg/mL cysteine and 5% (v/v) dialyzed FBS and incubated for 10 min in the same media at 37 °C. 100 μg/mL emetine was then added directly to the media in order to inhibit cytosolic translation; after 20 min proteins newly synthetized in the mitochondrial compartment were labeled with 100 μCi [^35^S]-methionine (Perkin Elmer) for 1 h at 37 °C. Cells were then washed three times with PBS and lysed in PBS, 0.1% *n*-dodecyl-β-d-maltoside (DDM, Sigma), 1% SDS, 1X protease inhibitor cocktail (Roche) and 50 U benzonase (Novagen). 25 μg of total protein lysates were subjected to SDS-PAGE (Novex), gels were dried and radiolabelled proteins were detected by Phosphorimager.

Mitochondrial translation analysis of HCT116 cells was performed as previously described with slight modifications^56^. HCT116 WT and *TOP1MT*-KO cells were seeded (1 Mio) in 6-well plates and allowed to attach. Cells were cultured in growth medium or in the presence of tigecyline (10 μM) for 16 h, followed by a 2-hour washout phase. Media was replaced with 2 mL DMEM lacking methionine or cysteine (Life Technologies) with 10% FBS for 30 min before adding 100 μL of a 2 mg mL^−1^ emetine solution for 15 min. Cells were labeled using 200 μCi mL^−1 35^S EasyTag (Perkin Elmer) for 45 min. After three washes with 2 mL PBS, normal growth medium was applied to the cells for 10 min. Cells were scraped in 1 mL ice-cold PBS, after two washes with PBS, and collected by centrifugation. Cell pellets were resuspended in RIPA buffer (50 mM Tris-HCl pH7.5, 150 mM NaCl, 1% NP-40, 1 mM MgCl_2_, 1× protease inhibitor mix and 1 mg mL^−1^ benzonase) and incubated on ice for 20 min. After centrifugation at 2000× *g* for 10 min, protein concentration was determined by BCA assay (Biorad). A volume of 50 μg lysate was loaded onto a 12% SDS-PAGE gel. The gel was dried at 70 °C for 1 h, before exposing it to a film at −80 °C for at least three days.

### mitoRCA-seq analysis

Mutation frequency was determined by mitoRCA-seq as described^57^. Quality check of Illumina DNA-Seq data was performed using FastQC 0.10.1. followed by trimming of data by Trimmomatic-0.35. mtDNA sequence analysis was performed using the MToolBox pipeline^58^ utilizing the computational resource of the NIH HPC Biowulf cluster. The Revised Cambridge Reference Sequence (RCRS) was used for alignment.

### RNA-Seq analysis

Total RNA was isolated from WT and *Top1mt*-KO murine liver tumors of the same size (3 × 5 mm) using TRIzol^TM^ (Thermo Fisher Scientific, #15596026). Quality check (RIN ≥ 8) was performed with the Agilent Bioanalyzer. RNA-Seq libraries were prepared using the TruSeq Stranded RNA Prep Kit (Illumina, #RS-122-2201) and sequenced on the Ilumina HiSeq2500 instrument (125 bp paired end reads). Preprocessing and quality check of Illumina RNA-Seq data was performed using FastQC 0.10.1. followed by trimming of data by Trimmomatic-0.36. Reads were aligned against the reference genome (Mm 8) using BWA with default parameters. Only uniquely mapped reads were used for subsequent analyses followed by read summarization with featureCounts (subread-1.5.0-p1)^59,60^. All data analysis was performed using R programing language and related packages. The output matrix from featureCounts was input into the Bioconductor package DESeq2 for differential expression analysis^61^. Significance testing was performed using Wald Test statistics. Functional networks were assessed using Ingenuity pathway analyses.

### Liver carcinogenesis model

*Top1mt*-KO mice were generated as described in C57BL/6 background^18^ and maintained by heterozygous breeding. Genotyping was done by PCR analysis of tail genomic DNA (gDNA) at 3 weeks of age. Mice were maintained at an American Association for the Accreditation of Laboratory Animal Care-accredited animal facility at the National Cancer Institute and housed in accordance with the procedures outlined in the Guide for the Care and Use of Laboratory Animals under an animal study proposal approved by the NCI Animal Care and Use Committee.

To induce liver cancer, 14-day-old male littermates received a single intraperitoneal injection of diethylnitrosamine (DEN, 25 mg kg^−1^ body weight). When mice reached 8 weeks of age, they received biweekly injections of carbon tetrachloride (CCl_4_; 0.2 ml kg^−1^ in olive oil) for 14 weeks^62^. Liver tissue was harvested 4 days after the last injection, i.e., after the peak of proliferation associated with CCl_4_-induced tissue injury. A second group of fourteen-day old male mice received a single intraperitoneal injection of DEN (25 mg kg^−1^ body weight) without tumor promotion with CCl_4_. Liver tissue was harvested 50 weeks after DEN injection.

### TCGA data analysis

All TCGA data were accessed, analyzed, and figures were generated using the cBio Cancer Genomics Portal. All the included data agree with the TCGA publication guidelines^63^.

### Statistical analysis

The statistical analyses were conducted using two-tailed unpaired Student *t*-test. For growth kinetics, multiple *t*-tests were performed with correction for multiple comparisons using the Holm-Sidak method. In Figs. 2b and 5f one-tailed unpaired Student *t*-test was performed. For RNA-seq data analysis, significance testing was performed using Wald Test statistics. All data are expressed as the mean ± SEM, except Fig. 3c and Supplementary Fig. 3c where the median ± SEM is plotted. Individual data points are plotted in the graph for all in vivo data. Number of technical and biological replicates is described in each figure legend. All data were analyzed using the software Graphpad Prism 7 (GraphPad Software, Inc.)

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary Information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

The data sets for the RNA-seq are available from GEO under Accession code GSE122489. All data within the manuscript is available from the authors upon reasonable request. A Reporting Summary for this Article is available as Supplementary Information file.

# Supplementary material for: The mitochondrial type IB topoisomerase drives mitochondrial translation and carcinogenesis
**Source:** Nat Commun. 2019 Jan 8;10:83. doi: 10.1038/s41467-018-07922-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

**The mitochondrial type IB topoisomerase drives mitochondrial translation  
and carcinogenesis**

**Baechler et al.**

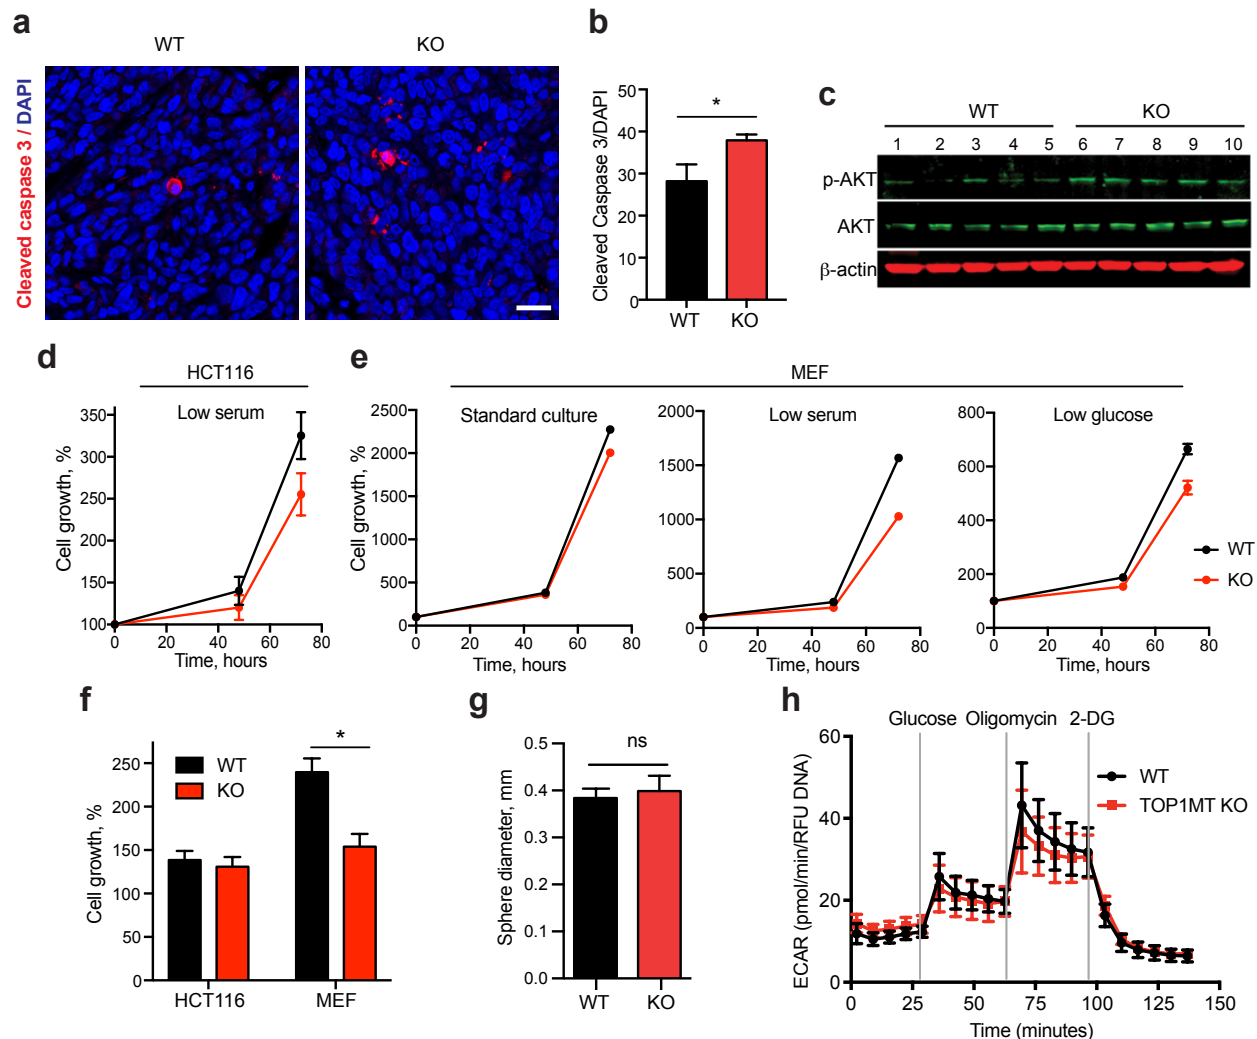

**Supplementary Figure 2.** Effect of TOP1MT deficiency on apoptosis, sphere formation, activation of AKT signaling, and glycolysis. **a** Representative images of immunofluorescence staining with cleaved caspase 3 in WT and *TOP1MT*-KO xenograft tumor sections. Nuclei were counterstained with DAPI. Scale bar, 20  $\mu$ m. **b** Quantification of the immunofluorescence intensity of cleaved caspase 3. **c** Phosphorylation status of AKT and endogenous AKT levels in five xenograft tumors determined by Western blotting.  $\beta$ -actin was used as loading control. **d** Growth kinetics of HCT116 WT and *TOP1MT*-KO cells under low serum (1%) conditions measured by ATPlite 1step (Perkin Elmer; n=4 each performed in quadruplets). **e** Cell growth of murine embryonic fibroblasts (WT and *TOP1MT* KO) under nutrient restriction measured by ATPlite 1step (n=3, each performed in quadruplets). **f** Cell growth under hypoxic condition (2% oxygen) after 24 h (n=3, each performed in quadruplets). **g** Spheroid diameter 48 h after seeding of 10,000 HCT116 cells (WT and *TOP1MT* KO) in GravityTRAP ultra low attachment plates (Perkin Elmer). **h** Extracellular acidification rate (ECAR) was measured using the Seahorse BioFlux Analyzer in isolated primary WT and *TOP1MT* KO tumor cells after normalization to DNA content determined by CyQUANT (Molecular Probes, Invitrogen). All data are means  $\pm$  SEM; ns, not significant; \*p<0.05, Student's *t*-test.

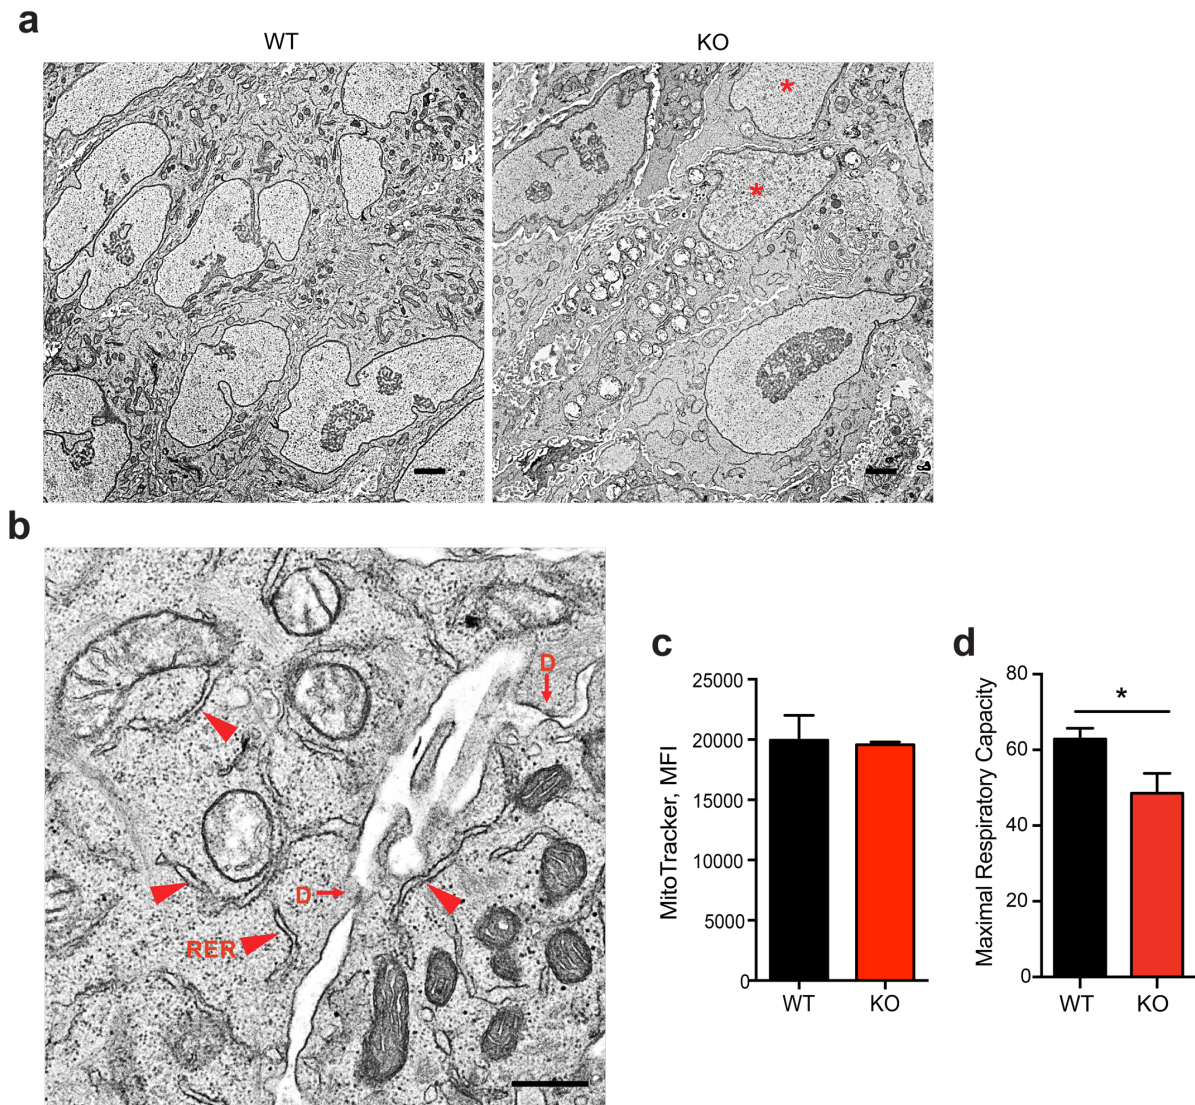

**Supplementary Figure 3.** Structural and functional defects in mitochondria caused by *TOP1MT* loss. **a** Low magnification electron microscopy images of WT and *TOP1MT*-KO tumor cells corresponding to the enlarged images of mitochondria shown in Fig. 3a. Scale bar, 2  $\mu$ m. **b** Representative electron micrograph of two neighboring cells in *TOP1MT*-KO xenograft tumors. The swollen mitochondria were analyzed only in nuclei-containing cells with intact cytoplasmic and nuclear membranes and preserved integrity of cytoplasmic organelles. Arrowhead, rough endoplasmic reticulum (RER); thin arrow, desmosome (D); asterisks, cells with swollen mitochondria. Scale bar, 2  $\mu$ m. **c** Mitochondrial mass determined by Mitotracker Deep Red FM staining of HCT116 WT and *TOP1MT* KO cells (n=3, median  $\pm$  SEM is plotted). **d** Decreased maximal respiratory activity in *TOP1MT*-KO xenograft tumors measured by oxygen consumption rate (OCR) using the Seahorse BioFlux Analyzer after FCCP treatment and normalized to DNA content (CyQUANT, Invitrogen). All data are means  $\pm$  SEM unless otherwise stated; \*p<0.05, Student's *t*-test.

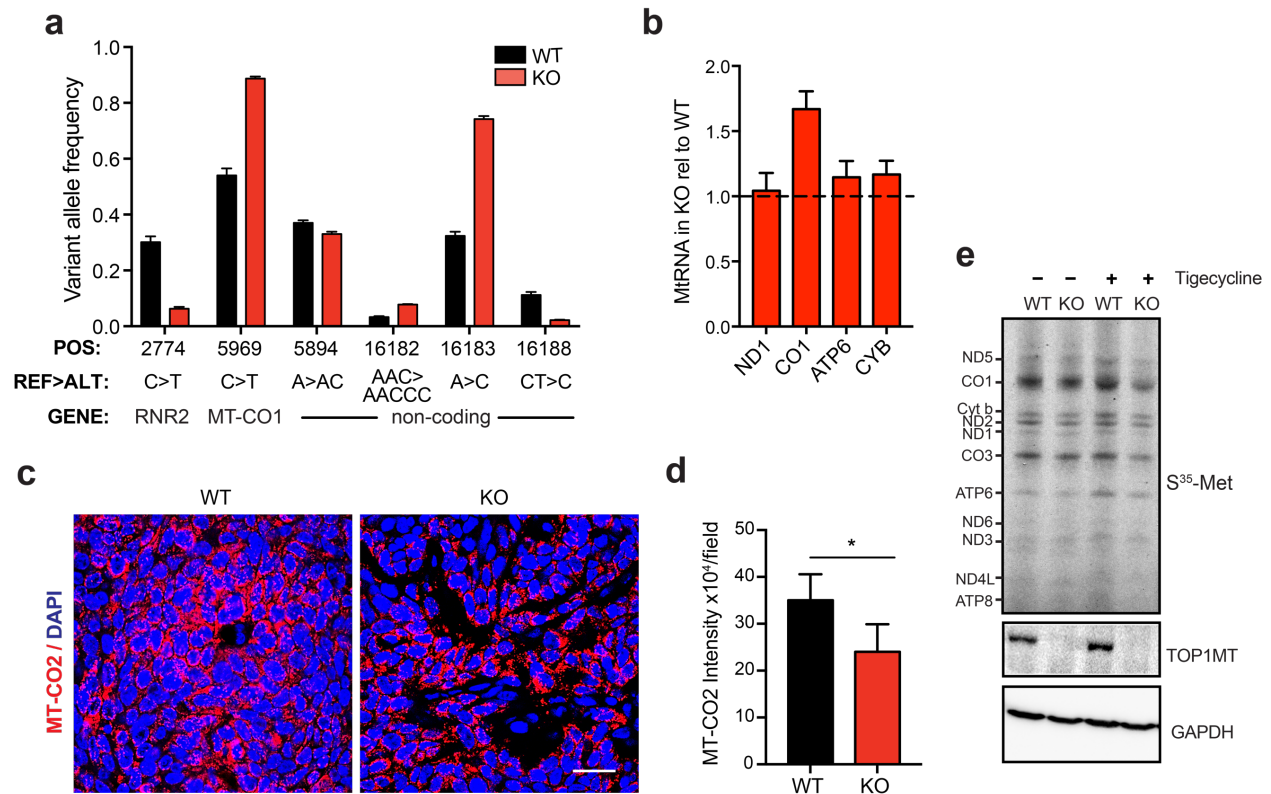

**Supplementary Figure 4.** mtDNA alterations and respiratory chain protein MT-CO2 levels in WT and *TOP1MT* KO xenograft tumors. **a** Alterations in mtDNA sequence revealed by mitoRCA-seq run on a HiSeq2000 and analyzed using MToolbox. Significant base alterations between WT and KO xenograft tumors with a variant allele frequency  $\geq 5\%$  are shown (n=5 tumors for each genotype). The mutation in the *MT-CO1* gene is a synonymous alteration. POS, position in the mitochondrial genome; REF, reference sequence; ALT, alternated sequence. **b** Transcript levels of selected mitochondrial-encoded genes (n=4, each genotype). **c** Representative images of immunofluorescence staining for MT-CO2. Scale bar, 20  $\mu$ m. **d** Quantification of the immunofluorescence intensity of MT-CO2 in the xenograft tumor sections. **e** Mitochondrial translation determined by autoradiography of  $S^{35}$ -methionine incorporation in HCT116 WT and *TOP1MT* KO cells. GAPDH was used as a loading control. The data are means  $\pm$  SEM; \*p<0.05, Student's *t*-test.

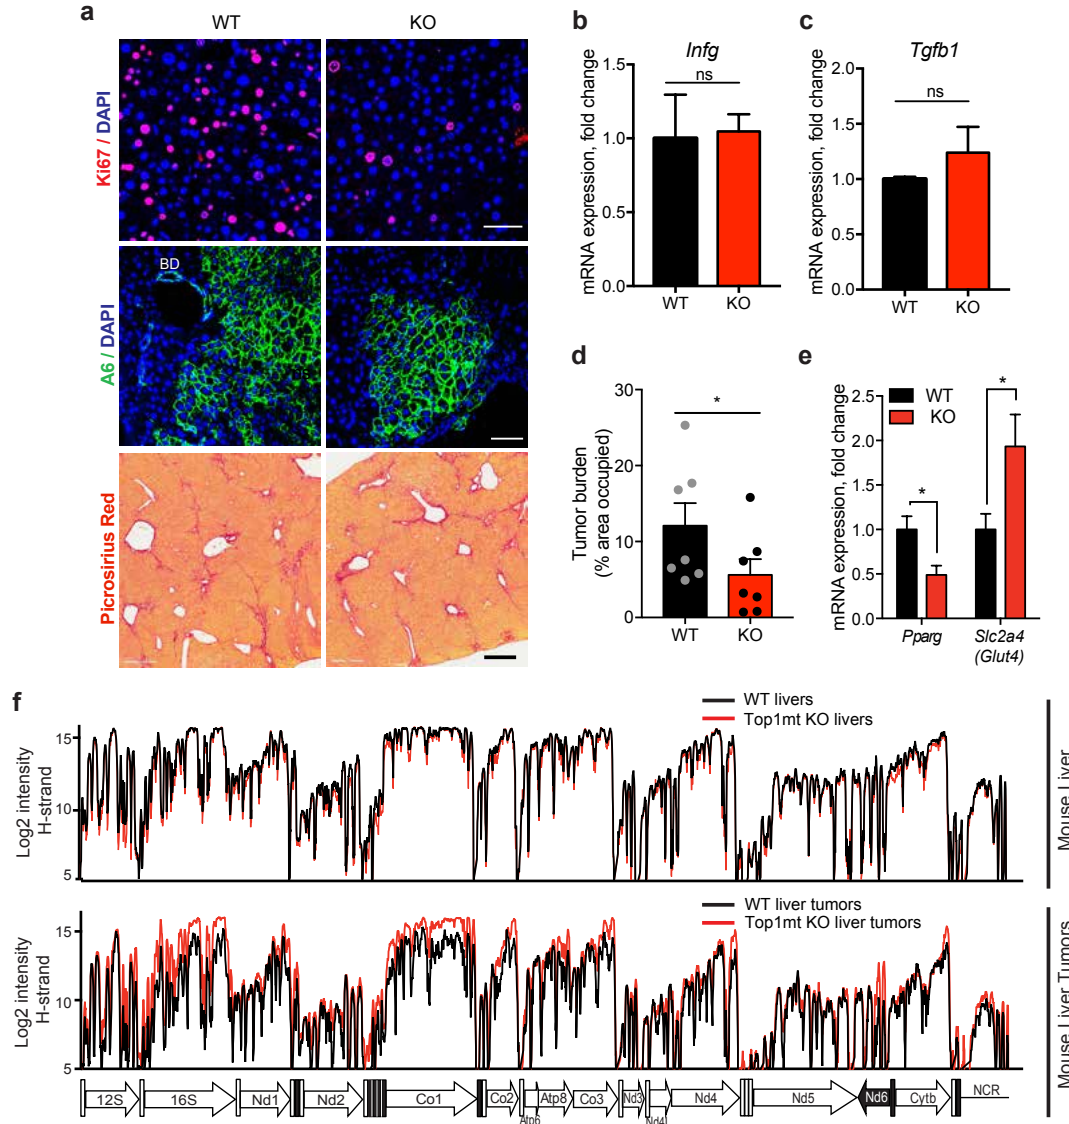

**Supplementary Figure 5.** Gene expression analysis, immunofluorescence staining and mitochondrial transcript profiles in drug-induced tumors developed in WT and *Top1mt* KO mice. **a** Representative images of immunofluorescence staining for proliferation marker Ki67 (top), hepatic progenitor marker A6 (middle), and fibrosis marker Picrosirius red (bottom). The majority of liver tumors from both WT and *Top1mt*<sup>-/-</sup> mice displayed a positive staining with a hepatic progenitor marker A6<sup>1</sup>. Nuclei were counterstained with DAPI. Scale bars, 50  $\mu$ m (top and middle), 300  $\mu$ m (bottom). BD, bile duct. **b** and **c** Gene expression of *Infg* (**b**) and *Tgfb1* (**c**) in the surrounding liver of WT and *Top1mt* KO mice determined by qPCR (n=3 animals, each performed in duplicates). **d** Quantification of tumor burden 50 weeks after a single intraperitoneal injection of diethylnitrosamine (25 mg/kg body weight) was given 14 days after birth. Tumor burden is expressed as proportion of hepatic parenchyma occupied by tumor tissue on H&E sections, n=7 animals per genotype. **e** qPCR analysis of the indicated genes (n=5, each performed in duplicates). **f** Mitochondrial transcription profiles of the heavy strand of normal mouse livers (top panel) and DEN/CCl<sub>4</sub>-induced HCCs (bottom panel) using a tiling array specific for mtDNA, n=4 for each tissue type and genotype.

The data are means  $\pm$  SEM; ns, not significant; \*p<0.05, Student's *t*-test.

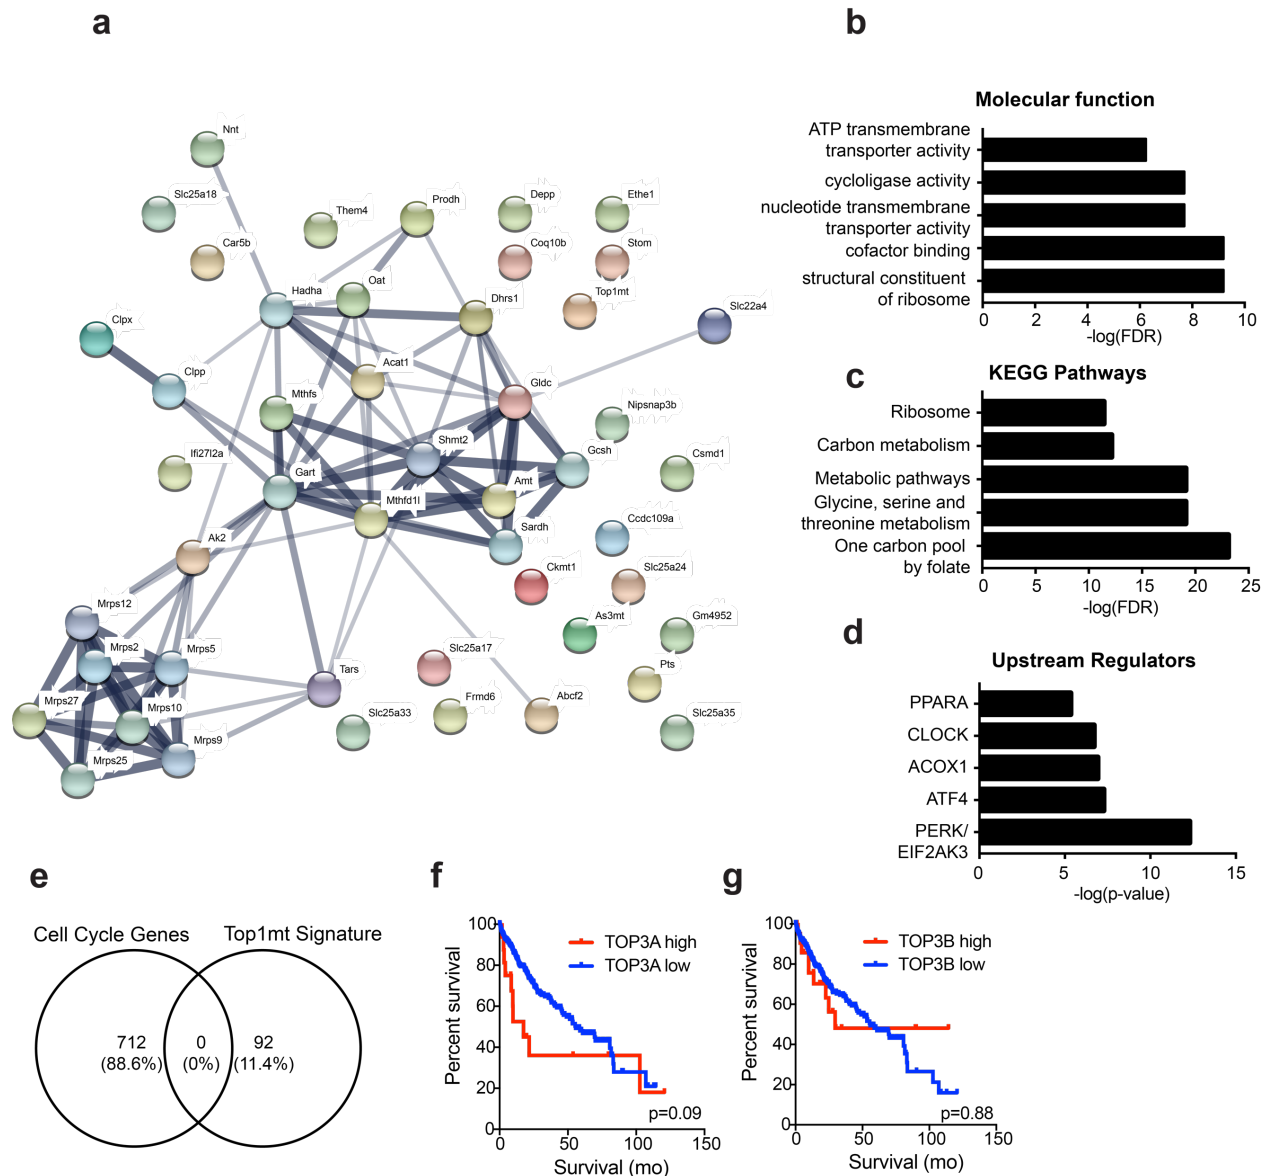

**Supplementary Figure 6.** Molecular functions and pathways identified by STRING pathway and Ingenuity pathway analyses in murine HCCs induced by a DEN/ $\text{CCl}_4$  treatment (related to Figure 6). **a** STRING network analysis of mitochondrial differentially regulated genes in *Top1mt* KO liver tumors compared to WT tumors. **b-c** STRING pathway analysis of molecular functions and differentially regulated KEGG pathways based on the RNA-Seq data of murine HCC tumors ( $n=3$  for each genotype). **d** Ingenuity pathway analysis of upstream regulators in *Top1mt*-deficient liver tumors. **e** Venn diagram of the overlap of the determined *Top1mt* gene expression signature with a curated consensus catalog of cell cycle regulated genes. **f-g** Survival rate of patients with HCC distinguished by TOP3 $\alpha$  (**f**, 371 total cases from the TCGA database including 18 patients with high TOP3A expression, 4.8%) or TOP3 $\beta$  expression (**g**, 371 total cases from the TCGA database including 22 patients with high TOP3B expression, 5.9%).

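The panels a to e of Supplementary Fig. 6 start from gene lists made on the 6 liver tumor libraries. STRING joins proteins with known or predicted links and counts how many fall in a pathway. Ingenuity's upstream analysis starts from published targets of a regulator and compares their directions with those expected if it were active, so it scores targets, not the regulator's own transcript. A Venn diagram of a short list and a catalog shows which genes both name, and is silent on genes outside the short list.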

**a** Related to Supplementary Fig. 2c

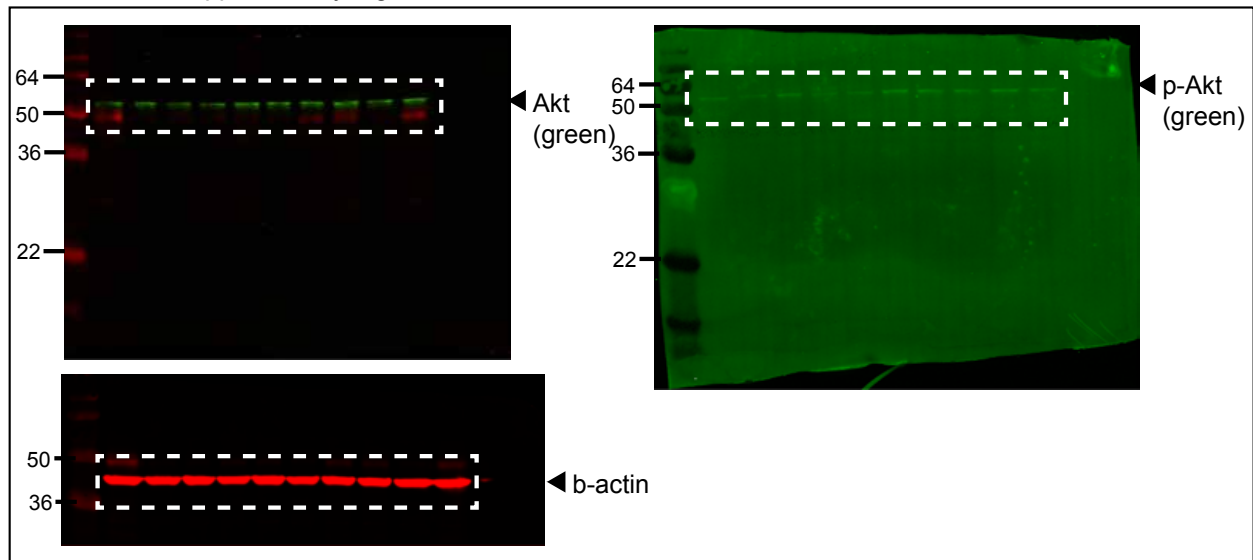

**b** Related to Fig. 4c

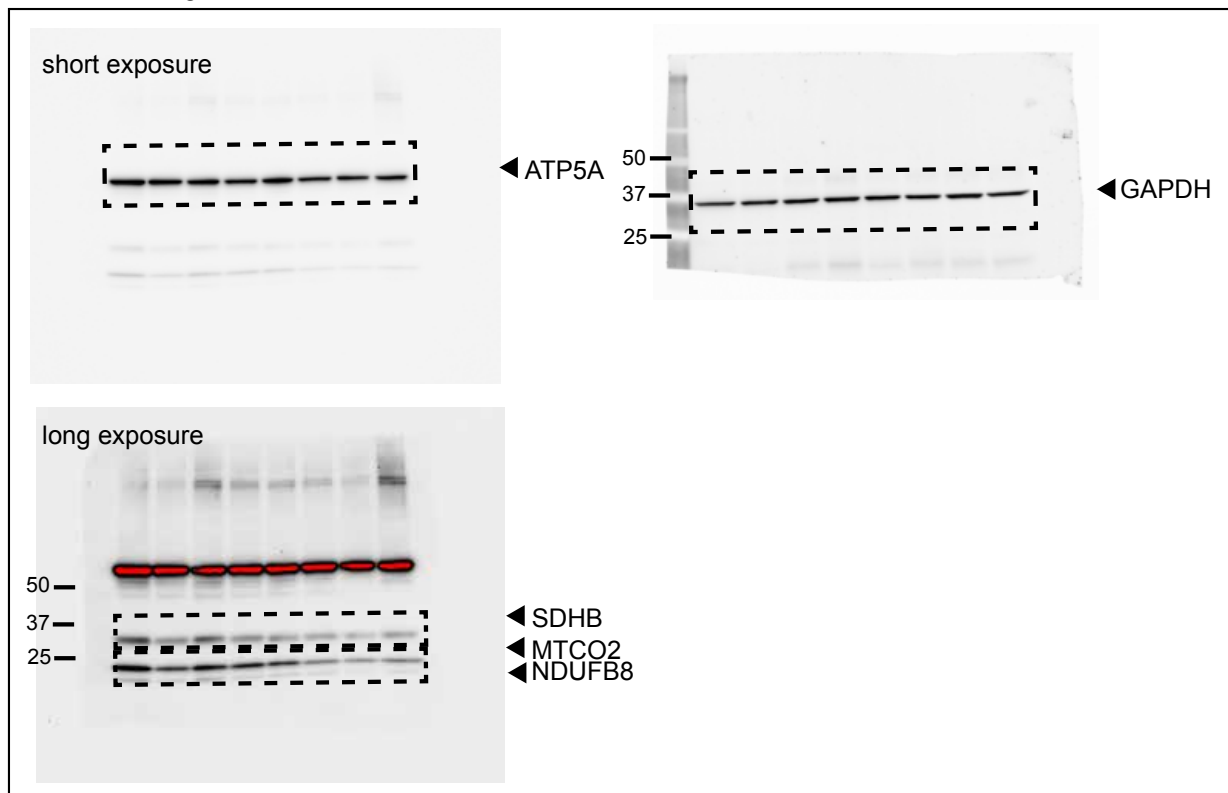

**c** Related to Fig. 4f

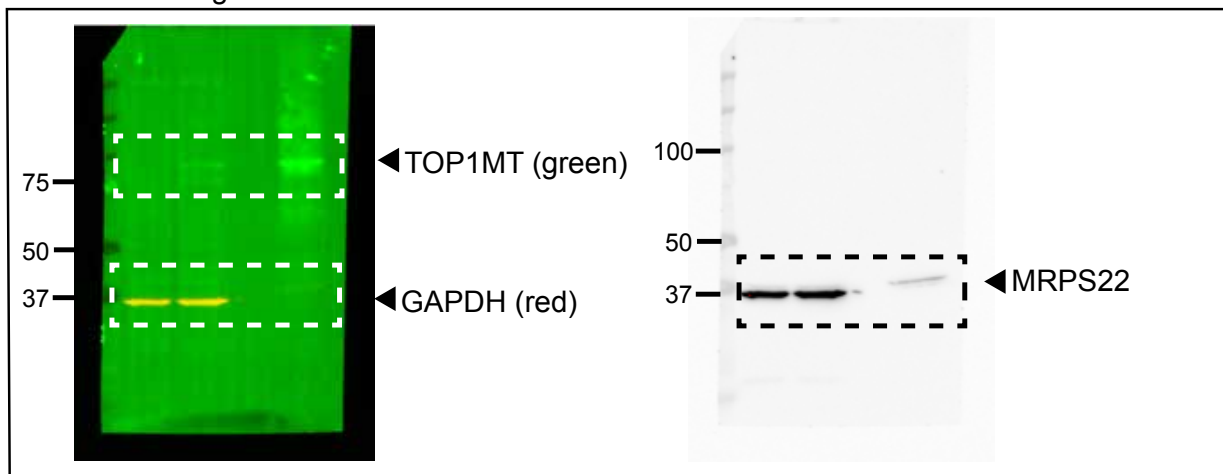

**d** Related to Fig. 4g

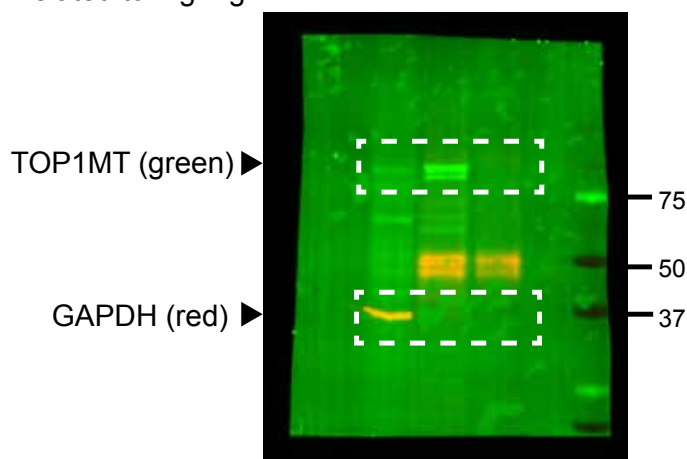

**e** Related to Supplementary Fig. 4e

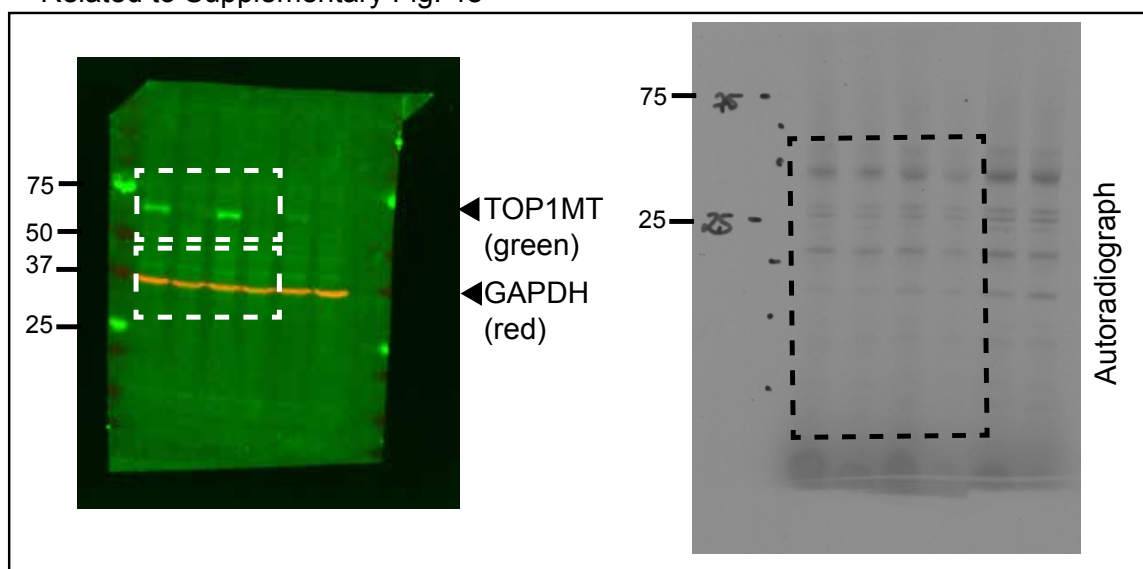

**f** Related to Fig. 5j

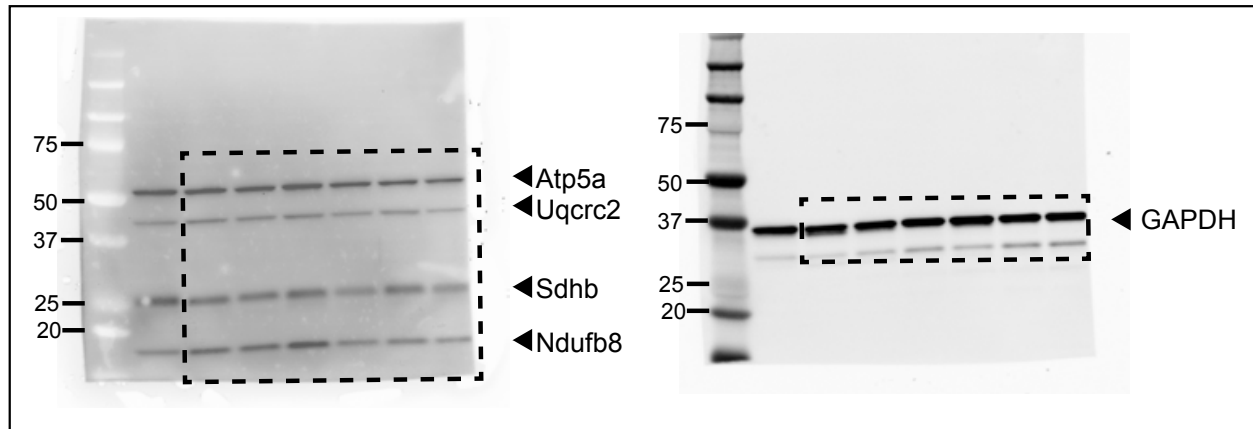

**Supplementary Figure 7.** Uncropped Western Blot images and gel scans. **a** Supplementary Figure 2c, **b** Figure 4c. **c** Figure 4f. **d** Figure 4g. **e** Supplementary Figure 4e. **f** Figure 5j.

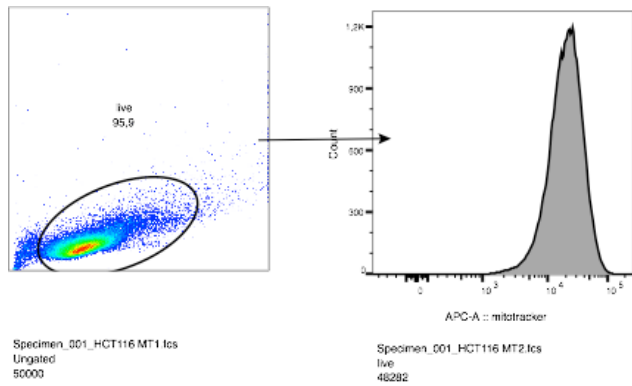

**Supplementary Figure 8** Gating Strategy for MitoTracker Deep Red staining.

**Supplementary Table 1:** Functional associations of significantly altered genes in xenograft tumors determined by STRING pathway analysis. Significantly altered genes in WT and *TOP1MT*-KO xenograft tumors were detected using the nCounter PanCancer Progression panel from NanoString Technologies; FDR, False Discovery Rate; Upregulated and downregulated genes are marked in red and blue, respectively.

| Pathway ID | Pathway description        | Gene count | FDR      | Matching proteins in network (labels)                                                          |
|------------|----------------------------|------------|----------|------------------------------------------------------------------------------------------------|
| 4151       | PI3K-Akt signaling pathway | 15         | 9.08E-10 | AKT2, AKT3, FGFR2, FGFR4, FN1, ITGB7, LAMA4, MAPK3, MET, MYC, PDGFC, PRKAA2, SYK, VEGFB, VEGFC |
| 5200       | Pathways in cancer         | 14         | 3.38E-09 | AKT2, AKT3, BMP4, CDKN2A, FGFR2, FN1, LAMA4, MAPK3, MET, MYC, PPARG, RBX1, VEGFB, VEGFC        |
| 4510       | Focal adhesion             | 11         | 3.66E-08 | AKT2, AKT3, FN1, ILK, ITGB7, LAMA4, MAPK3, MET, PDGFC, VEGFB, VEGFC                            |
| 4066       | HIF-1 signaling pathway    | 8          | 4.83E-07 | AKT2, AKT3, CAMK2D, HKDC1, MAPK3, PFKFB1, RBX1, TIMP1                                          |
| 4015       | Rap1 signaling pathway     | 9          | 5.90E-06 | AKT2, AKT3, FGFR2, FGFR4, MAPK3, MET, PDGFC, VEGFB, VEGFC                                      |

**Supplementary Table 2: Antibodies used in the study**

| Antibody                        | Company                   | Catalog Number             | Dilution |
|---------------------------------|---------------------------|----------------------------|----------|
| A6                              | DSHB                      | A6 BCM-s                   | 1:50     |
| Akt                             | Cell Signaling Technology | 4691S                      | 1:1000   |
| b-actin                         | Sigma-Aldrich             | A5441                      | 1:2000   |
| Cleaved caspase 3               | Cell Signaling Technology | 9661                       | 1:100    |
| GAPDH                           | Cell Signaling Technology | 5174                       | 1:2000   |
| IgG                             | Santa Cruz                | sc-2027                    | 4 µg     |
| IRDye 800CW (goat anti-mouse)   | Licor Biosciences         | 926-32210<br>Lot C61012-05 | 1:2000   |
| IRDye 680 RD (goat anti-rabbit) | Licor Biosciences         | 926-68071<br>Lot C70901-15 | 1:2000   |
| Ki67                            | abcam                     | ab16667                    | 1:100    |
| MRPS22                          | Thermo Fisher Scientific  | PA5-52249                  | 1:1000   |
| MTCO2                           | Thermo Fisher Scientific  | MS-1372-P1                 | 1:200    |
| OXPHOS                          | abcam                     | ab110411                   | 1:1000   |
| OXPHOS Rodent                   | abcam                     | ab110413                   | 1:1000   |
| p-Akt                           | Cell Signaling Technology | 9271S                      | 1:500    |
| TOP1MT                          | DSHB                      | CPTC-TOP1-MT-3             | 1:250    |

**Supplementary Table 3: Primer list**

| Primer            | Sequence                         |                    |
|-------------------|----------------------------------|--------------------|
| <i>β2M F</i>      | 5'-TGCTGTCTCCATGTTTGATGTATCT-3'  |                    |
| <i>β2M R</i>      | 5'-TCTCTGCTCCCCACCTCTAAGT-3'     |                    |
| <i>ND1 F</i>      | 5'-AAGTCACCCTAGCCATCATTCTAC-3'   |                    |
| <i>ND1 R</i>      | 5'-GCAGGAGTAATCAGAGGTGTTCTT-3'   |                    |
| Commercial primer |                                  |                    |
|                   | Company                          | Catalog Number     |
| <i>PI3KR1</i>     | Applied Biosystems, Taqman Assay | Hs00933163 ml      |
| <i>AKT3</i>       | Applied Biosystems, Taqman Assay | Hs00987350 ml      |
| <i>HK</i>         | Applied Biosystems, Taqman Assay | Hs00228405 ml      |
| <i>GAPDH</i>      | Applied Biosystems, Taqman Assay | Hs02786624 g1      |
| <i>Slc2a1</i>     | Applied Biosystems, Taqman Assay | Mm00441480 ml      |
| <i>Top1mt</i>     | Applied Biosystems, Taqman Assay | Mm01205855 ml      |
| <i>Pparg</i>      | Applied Biosystems, Taqman Assay | Mm00440940 ml      |
| <i>Infg</i>       | Integrated DNA Technologies      | Mm.PT.58.41769240  |
| <i>Tgfb1</i>      | Integrated DNA Technologies      | Mm.PT.58.11254750  |
| <i>Gapdh</i>      | Applied Biosystems, Taqman Assay | Mm99999915 g1      |
| <i>B2m</i>        | Integrated DNA Technologies      | Mm.PT.39a.22214835 |

**Supplementary Reference**

- Factor VM, Radaeva SA, Thorgeirsson SS. Origin and fate of oval cells in dipin-induced hepatocarcinogenesis in the mouse. *The American journal of pathology* **145**, 409-422 (1994).

# Supplementary material for: The mitochondrial type IB topoisomerase drives mitochondrial translation and carcinogenesis
**Source:** Nat Commun. 2019 Jan 8;10:83. doi: 10.1038/s41467-018-07922-3
**Supplement:** Supplementary file 5 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1:
**Description:** List of significantly altered genes in WT and TOP1MT-KO xenograft tumors (n=4 for each genotype) determined by nCounter PanCancer Progression panel from NanoString Technologies.

**Title:** Supplementary Data 2:
**Description:** List of interacting proteins with TOP1MT identified by immunoprecipitation followed by mass spectrometry.

**Title:** Supplementary Data 3:
**Description:** List of significantly altered genes in DEN/CCl4 murine HCCs determined by RNA-Seq analysis (n=3 for each genotype).

# Supplementary material for: The mitochondrial type IB topoisomerase drives mitochondrial translation and carcinogenesis
**Source:** Nat Commun. 2019 Jan 8;10:83. doi: 10.1038/s41467-018-07922-3
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

RNA-Seq, mitoRCA-seq see Method section.

Data analysis

Data for mitoRCA-seq were analyzed using the MToolBox pipeline utilizing the computational resource of the NIH HPC Biowulf cluster (Method section for mitoRCA-seq).  
Analysis of RNA-Seq data was performed using R programming language and related packages. The output matrix from featureCounts was input into the Bioconductor package DESeq2 for differential expression analysis (detailed description with references in the Method section for RNA-Seq).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data sets for the RNA-seq are available from GEO under Accession code GSE122489.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size for in vitro analysis. At least 3 independent biological experiments were conducted. For the xenograft study, HCT116 WT# cells were transplanted in only 3 animals in the spirit of the 3 R's of animal research, as this group only confirmed our WT results. For all other animal experiments, power calculation indicated that seven to eleven mice per group were required to obtain a statistical power of 0.8. |
| Data exclusions | We excluded miss-injected mice in the xenograft study.                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | To allow sufficient material for tissue collection, the xenograft study was repeated several times, using a new cohort of mice followed by cell transplantation, giving very consistent results. Hepatocarcinogenesis was induced in several litters over time to achieve 10 animals for each genotype. Biochemical experiments were replicated at least three times as described throughout the paper and in the Method section.                                                 |
| Randomization   | The experiments were not randomized.                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | In general, the investigators were not blinded to allocation during experiments and outcome assessment.                                                                                                                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Unique biological materials |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Unique biological materials

Policy information about [availability of materials](#)

Obtaining unique materials There are no restrictions.

## Antibodies

Antibodies used All antibodies are listed in Supplementary Table 5 with supplier name, catalog number and dilution used.

## Validation

The TOP1MT antibody was validated on human CRISPR KO cells. The specificity of the A6 antibody has been established in several publications (most recent: Kitade et al., Genes Dev, 2013). All other antibodies are validated by the distributor.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

HCT116 cells were obtained from the NCI Development Therapeutics Program.

## Authentication

Cell Line Authentication was carried out using Short Tandem Repeat Analysis at Frederick National Laboratory.

## Mycoplasma contamination

Cells were routinely tested for mycoplasma by MycoAlert (Lonza) and found negative.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell line was used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Athymic Ncr-nu/nu female mice (NCI-Frederick) were used for the xenograft study at 5 weeks of age (Fig. 1). Tumor growth was then followed for a maximum of 35 days. For the hepatocarcinogenesis study (Fig. 5) male C57Bl/6 WT and Top1mt KO mice were used. Mice were sacrificed at 22 weeks (DEN and CCl4 treatment group) or at 52 weeks (DEN group).

## Wild animals

No wild animals were used in this study.

## Field-collected samples

No field-collected samples were used in this study.

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

Cells (300,000) were seeded in 6-well plates and allowed to grow for 24 h. Cells were then incubated with 100 nM MitoTracker Deep Red dye (Thermo Fisher) for 20 min in normal culture medium at 37°C. After three washes with 3 mL warm PBS, cells were trypsinized and resuspended in PBS supplemented with 1% FBS and 2 mM EDTA and immediately analyzed by flow cytometry (BD LSR Fortessa).

## Instrument

BD Fortessa LSR

## Software

Data were collected using the BD FACSDiva Software (BD Biosciences) and analyzed using FlowJo 10.4.2 software (FlowJO LLC) and Excel. Data was plotted and statistically analyzed in Prism7 (GraphPad).

## Cell population abundance

No sorting was performed.

## Gating strategy

The gating strategy is shown in Supplementary Figure 8.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

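RNA from 3 WT and 3 Top1mt-KO mouse liver tumors was analysed, with genotype and replicate taken from the sample labels, which the paper's Fig. 6a and Supplementary Data 3 share. The authors deposited log2 expression values per gene symbol. The authors had trimmed reads with Trimmomatic, aligned them with BWA to a mouse genome that the paper names Mm 8, kept uniquely mapped reads and counted them with featureCounts. The authors' own comparison of the genotypes used DESeq2. The log2 transform the authors applied is not named in the paper's text. The values run from -2.24 to 22.0 and behave like a regularized log, with weakly expressed genes drawn toward their mean. Counts and depth cannot be recovered from such values, so no count model was run and no depth is given. The table has 3 columns without a name, holding a few leftover cells, which were not used, and 0 further columns of per-sample values. Symbols turned into dates by a spreadsheet (26) were left as they are, and 5 symbols occur more than once.

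Genotypes were compared with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a trend and Benjamini-Hochberg adjustment, on genes whose mean over all libraries lay above the lowest 25%. The threshold was an adjusted p under 0.05, since the paper's text gives none. Gene lists were tested with limma's camera on the same fit, with a preset correlation of 0.01, adjusted over 5 lists. Library scores are the mean of a list's centred log2 values in a library, compared by exact two-sided permutation tests over 20 regroupings, which allow no p below 0.1. Clustering used Euclidean distance and complete linkage on scaled values, with 2 clusters. Identifiers of Supplementary Data 3 were joined through the values that sheet lists. The node Depp of Supplementary Fig. 6a is listed in the table as 8430408G22Rik and Ccdc109a as Mcu. Gene names and neighbours came from GENCODE M21 on GRCm38, a different build from the paper's, so no coordinates are given. Sequences were compared with blastn 2.17.0.

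The procedure was tested on simulated data made from the means and spread of 22677 genes with 200 of them shifted. A shift of 1 on the log2 scale was recovered in 26 of the 200 genes, a shift of 2 in 132 and a shift of 4 in 198. The calls at these shifts numbered 33, 137 and 208, of which 7, 5 and 10 were genes that had not been shifted. With no shift, 1 gene was called. The simulated genes were independent, which real genes are not.

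The design and the alternatives were chosen before the data were examined. The alternatives were limma without trend, quantile normalization between libraries, no filter on low values, a filter at the median, the replicate number as a block, each library left out in turn, other thresholds, other set tests, and other genes and distances for clustering. Genes named are Top1mt, those the paper's text and figures name, and by rule the genes past the threshold with the largest changes, of which there were 0. Further genes are said to be chosen after their values were seen. Some genes are not reported here one by one. Gene lists for folate, glycine, ATF4 target, clock, zonation, bile duct, B cell and PPARA target genes were written by hand before the data were examined. The cell cycle list is the one distributed with the R package Seurat, in mouse capitalisation, and the mitochondrial ribosome list holds every symbol that begins with Mrps or Mrpl and a digit. Mitochondrially encoded transcripts were not analysed here, nor were the human patient data.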

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

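The tests here were chosen after the values were seen. In the library labelled KO replicate 1, Gm42418 took 17.7% of the values summed after return to the linear scale, more than Alb at 9.64%, while it took 0.387% at most in the libraries labelled WT. Its log2 value was 22.0 there and between 11.7 and 15.8 in the others. The paper does not discuss this gene. Lars2 rose with it, at 20.1 against 12.7 in WT replicate 3 and 8.44 to 9.05 in the rest, and Gm15564 at 16.8 against 3.93 to 8.85. WT replicate 3 was raised in all 3 genes, so the pattern did not follow genotype. The transcripts of Lars2 and Gm15564 share 72 aligned bases at 98.6% identity, so reads of a shared sequence are a candidate explanation for those 2 genes. For Gm42418 no source was tested. Without KO replicate 1, 1 gene, Prom1, passed an adjusted p of 0.05 by limma. Prom1 was 10.4 in that library, 7.46 and 7.48 in the other KO libraries and 9.56 to 9.79 in WT. It was thus not lowered in KO replicate 1, and the fit says nothing on whether a few genes taking much of that library hid others. No biological explanation was tested.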

How the results depend on the processing

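With no filter on low values, 4 genes passed an adjusted p of 0.05, and across the 6 fits that each left out one library from 0 to 1 did, the 1 being Prom1 without KO replicate 1. The smallest adjusted p ran from 0.0189 to 0.999 over the alternatives. The other alternatives gave 0. The alternatives had 590 to 1356 genes at an unadjusted p under 0.05. The replicate block also gave 0 genes, with 912 at an unadjusted p under 0.05. Same-numbered libraries deviated from their group means with correlations of -0.123, -0.0759 and 0.0520, so no pairing by number was seen. With 3 libraries per group a weak pairing, or one under another matching, is not excluded.

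Clustering placed 3 of 6 libraries by genotype over all genes tested (the fewest possible) and 4 over the 500 most variable genes, where KO replicate 1 stood alone. Over the 92 genes of Supplementary Data 3, 1 minus Pearson correlation with average linkage placed 6, as did the Euclidean distance.

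The median of the glycine, serine and threonine list was 0.11 with quantile normalization and 0.13 under fry and estimated correlation, past the threshold in none of the 3, and from -0.0088 to 0.15 with one library left out. It did not pass without KO replicate 2, WT replicate 2 or WT replicate 3. The mitoribosome list had 0.077 under those 3 settings, also not past, and from -0.0056 to 0.16 with one library left out. It did not pass without KO replicate 1, WT replicate 1 or WT replicate 3. Without trend both passed (adjusted p 0.0497 and 0.0448 by camera). The ATF4 list kept 0.31 under fry and estimated correlation without passing, and passed in every fit that left out one library. The folate list ran from -0.043 to 0.11 without passing. The cell cycle list ran from -0.12 to 0.19 and passed at both ends, lower in KO without WT replicate 1 and higher without WT replicate 3. The cause was not tested.

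Atp5a1 was -0.063 with quantile normalization. Of 50 named genes followed through the alternatives, 11 reversed when one library was left out, with log2 fold changes from -0.15 to 0.16 for Atp5a1, -0.12 to 0.40 for Mki67, -0.032 to 0.25 for Ndufb8, -0.43 to 0.37 for Pparg, -0.0051 to 0.21 for Sdhb, -0.14 to 0.31 for Shmt2, -0.15 to 0.39 for Slc2a1 (-0.10 without KO replicate 1 and -0.11 without WT replicate 2), -0.84 to 0.035 for Slc2a4, -0.061 to 0.26 for Top3a, -0.098 to 0.20 for Top3b and -0.075 to 0.10 for Uqcrc2. The causes were not tested. None of these 50 genes passed under any alternative (smallest adjusted p 0.332 by limma). Prom1 and the 4 genes found without a filter are not among the 50. The clock and zonation differences kept their direction throughout.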

Differences from the paper's values

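The paper reports 93 differentially expressed genes, and limma on the log2 values gave 0 with an adjusted p under 0.05, with 985 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap. No filter on low values gave 4 genes, leaving out KO replicate 1 gave 1, and the others gave 0. Of the 92 genes of Supplementary Data 3 found in the table, 0 passed under any of these alternatives. Adjusted over the list alone, 86 passed (65 to 84 under the alternatives), but the list was chosen on these libraries. The paper's text gives no threshold for its list, so the counts may rest on unlike cutoffs. The loosest adjusted p tried here was 0.1. Only 34 of the 92 genes were among the 92 of smallest p by limma, so a cutoff alone would not recover the list. The authors' test on counts was not used here, and the cause was not tested.

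The paper names PERK and ATF4 as upstream regulators. The ATF4 target list passed by camera with the preset correlation and did not pass with an estimated correlation or fry. The paper draws the genes of Supplementary Fig. 6a as differentially regulated, and 0 of 48 passed an adjusted p of 0.05 by limma.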

Other observations

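Of the tests below, those on the clock, on zonation, on B cells, on genes past the threshold near Top1mt and on splits by the number of genes past the threshold were written before their results were seen, and the others after.

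Splitting the 6 libraries into 3 and 3 in all 10 ways gave 0 genes past an adjusted p of 0.05 in each, so 10 of the 10 splits gave as many as the real one. At an unadjusted p under 0.05, 6 of 10 gave as many as the real split, with counts from 659 to 1699. For the genes of Supplementary Data 3 and of Supplementary Fig. 6a only the real split, 1 of 10, gave as many, as both lists were chosen on it. As large a median came from 6 of 10 splits for the folate list, 4 for the glycine list, 6 for the mitoribosome list, 2 for the ATF4 list and 9 for the cell cycle list. With 10 splits the share is never below 0.1, so these counts cannot separate a genotype effect from chance.

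The separation of the tumors over the listed genes may come from choosing genes on the same libraries. For each of the 10 splits, the 92 genes of smallest p for that split were clustered, and in 10 of 10 they separated all 6 libraries by that split. Separation by chosen genes therefore says little about genotype.

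The 100 genes of smallest p found without a library put that library nearer its own genotype in 18 to 44 genes. This low number is not evidence against a genotype effect, because the procedure has its own bias. Over the real split the 6 libraries together reached 192 of 600, and 8 of the 10 splits reached as many.

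The library labelled WT replicate 2 had Top1mt, Nnt and Ckmt1 at the level of those labelled KO. A mislabelled sample could give this, and so could strain variants shared with the KO line, which were not tested. Left out, it lay nearer the other WT libraries in 32 of 100 genes, against 36 and 39 for WT replicates 1 and 3, so the test does not single it out and cannot tell the explanations apart. On the second principal component it lay with the other WT libraries. Top1mt was clearly detected in every library labelled KO, so its level alone cannot settle a library's genotype. The groups were not changed.

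DNA flanking the targeted locus could alter neighbouring genes. Within 10 Mb of Top1mt in GRCm38, 0 genes passed an adjusted p of 0.05, so the test as first written decides nothing. At an unadjusted p under 0.05 there were 11 of 325 neighbours (3.38%) and 4.36% of genes elsewhere (Fisher's exact test, two-sided, p = 0.492). A small effect stays open.

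Genes of the circadian clock differed. The score of 6 morning genes minus 11 evening genes was -1.21, -1.22 and -0.85 in WT and 0.41, -0.43 and 3.31 in KO, a difference of 2.19 (exact two-sided permutation test, p = 0.1, the smallest possible). The difference of the medians was 2.27, and 1.32 without KO replicate 3. Of the 17 genes, 5 are in Supplementary Data 3, so the test is not fully independent. A difference in time of day at collection is consistent with these values. An effect of the genotype on the clock, or of tumor state, stays open, since the hour of collection is not stated in the paper's text.

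Liver zonation might explain the glycine list. Periportal genes outside that list minus pericentral genes differed by 0.41 between genotypes, without overlap (exact two-sided permutation test, p = 0.1). The periportal median was -0.02, so the difference came from pericentral genes, with a median of -0.43 and 14 of 16 lower in KO, 2 of them in Supplementary Data 3. The pericentral score alone overlapped between genotypes. The difference of the medians was 0.41, and 0.20 without KO replicate 2. The prediction that periportal genes rise was not met, and the explanation stays open.

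Immunoglobulin genes were lower in KO, with the 8 listed genes (constant genes and Jchain) all lower at a median of -1.63, though each overlapped between groups. In Supplementary Data 3, 4 immunoglobulin variable genes were lower without overlap, with log2 fold changes of -2.96 for Igkv6-17, -2.74 for Igkv12-44, -2.48 for Ighv2-2 and -2.46 for Ighv1-76. All 4 were weakly expressed, with WT means from 2.59 to 3.74 and KO means of 0.78, 0.71, 0.20 and 0.13 in that order. Such values are near the bottom of the scale, so these fold changes are uncertain. The paper chose that list on these libraries, and these 4 were picked after their values were seen. Fewer B or plasma cells could give this. The whole list of B cell and plasma cell markers, the test of that explanation, had an exact two-sided permutation p of 0.4, and the 8 other markers had a median of -0.02, going both ways. The result cannot tell. Igkc had a log2 fold change of -1.65 (-1.05 without KO replicate 2).

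Bile duct and progenitor markers had a score difference of -0.93, with every KO library below every WT library (exact two-sided permutation test, p = 0.1). Of 12 markers 9 were lower, led by Krt19 (-2.68). Fewer such cells may be one reason, but the markers did not move together. The 1 marker of the 12 in Supplementary Data 3 is Krt19 itself, so its value was selected on these libraries. By staining, the paper found the progenitor marker A6 in most tumors of both genotypes. It gives no amount per tumor, so the question stays open.

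A trend on transcript length could raise the short mitoribosome genes. After that trend was removed from each library their median was 0.092 (adjusted p = 0.0188 by limma's camera with the preset correlation), no smaller than before, which argues against length as the whole cause. The value was -0.0056 without KO replicate 1 before that step, so it still rests on single libraries.

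The 20 PPARA target genes had a median log2 fold change of 0.10, with 11 higher and 9 lower in KO. Their library scores overlapped between genotypes (exact two-sided permutation test, p = 0.6). For claims the paper makes from other assays, Mki67 had a log2 fold change of 0.22 (standard error 0.29), and -0.12 without WT replicate 1. Slc2a4, which encodes GLUT4, had one of -0.43 (0.55), and 0.035 without KO replicate 1. The paper's Methods and Supplementary Fig. 5e name Glut4, while its primer list names Slc2a1. Slc2a1, added after its values were seen, had a log2 fold change of 0.044 (0.32), and -0.15 without WT replicate 1. Pparg had one of 0.093 (0.41), and -0.43 without KO replicate 2. Ndufb8 had one of 0.095 (0.18), and -0.032 without KO replicate 1. Atp5a1 had one of 0.0015 (0.21), and -0.15 without KO replicate 2. The groups overlapped for each. The paper reports less Ki67 staining, activation of glucose uptake, and less ATP5A and NDUFB8 protein in Top1mt-KO tumors. Read from Supplementary Fig. 5e, Slc2a4 was higher and Pparg lower by qPCR, directions that the paper's text does not state. Transcripts and protein need not move together.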
